# Candidate genes underlying hypomelanistic morphs in squamate reptiles

**DOI:** 10.1093/genetics/iyaf236

**Published:** 2025-11-03

**Authors:** Pierre Beaudier, Asier Ullate-Agote, Athanasia C Tzika

**Keywords:** reptiles, skin, skin coloration, melanin, hypomelanism, snakes, lizards, pigmentation

## Abstract

Skin coloration is crucial for the survival of animals and ranges from spectacular colorful displays used to attract a mate to cryptic camouflage used to avoid predators. Among the 3 main types of chromatophores, melanophores are the most widespread in vertebrates and can set the skin tone by the amount of melanin they produce and store in dedicated vesicles, the melanosomes. Mutations associated with melanophore differentiation and maturation result in hypomelanistic and amelanistic phenotypes, both extensively studied in mammals but less so in snakes and lizards. Here, we characterize at the genomic, transcriptomic, and histological level, the Hypomelanistic corn snake morph and 3 hypomelanistic leopard gecko morphs. To minimize bias in studying leopard gecko color morphs, we first assembled a chromosome-level genome from a wild-type individual in terms of coloration. We propose that candidate mutations in 3 melanogenesis factors generate these phenotypes: (i) tyrosinase (*TYR*), an essential enzyme for melanin synthesis, (ii) NCKX5 (*SLC24A5*), an ion exchanger involved in melanosome maturation, and (iii) the P protein (*OCA2*), a transmembrane transporter for tyrosine. Our extended bulk RNA sequencing analyses show that additional pigmentation-related genes, affecting melanin production, melanosome motility, and melanophore migration, are dysregulated in the embryonic skin of the mutated animals. This observation highlights the likely associations among the corresponding pathways and is in line with our electron microscopy imaging results. Indeed, the subcellular structure of melanophores is uniquely altered at each of the 4 morphs and likely reflects a multigenic effect. These findings demonstrate that conserved pigmentation genes can produce species-specific effects, underscoring the modular nature of skin coloration in vertebrates. Our work establishes reptiles as comparative models for studying pigment cell biology and reveals evolutionary flexibility in the genetic regulation of melanogenesis.

## Introduction

The coloration of skin appendages plays an important role in the individual's interactions with its environment through the colors and patterns displayed. These characteristics enable intra- and inter-species communication, such as recognition, sexual status, aposematism, camouflage, and mimicry (Hofreiter and Schoneberg 2010), and also fulfill physiological functions (Cuthill et al. 2017). Variations can impact the ability of an individual to survive and are therefore subject to selective pressure. Thus, coloration traits provide an excellent model to study adaptive evolution and the genetic and developmental mechanisms that determine it. In vertebrates, coloration is primarily produced by chromatophores. These cells originate from the neural crest and migrate in the skin during embryogenesis, where they differentiate and interact with each other and their environment to generate color patterns (Bagnara 1983). Melanophores and xanthophores carry black and yellow or red pigments, respectively, while iridophores produce arrays of guanine nanocrystals, which, through light interference, can produce a wide range of colors.

Among chromatophores, the mechanism of melanin production in melanophores is the most studied, as these are the only type of chromatophores in mammals—named melanocytes—and they are implicated in several human diseases (Yamaguchi and Hearing 2014; Snyman et al. 2024). The key reaction involves the tyrosinase enzyme (TYR), which first hydroxylates tyrosine into L-3,4-dihydroxyphenylalanine (L-DOPA) and subsequently oxidizes L-DOPA into dopaquinone (Korner and Pawelek 1982). This compound will then be used to synthesize melanin. The reaction takes place in melanosomes, lysosome-related organelles that go through 4 stages of maturation. Stage I premelanosomes are nonpigmented vacuoles of endosomal origin that contain the premelanosome protein (PMEL). This transmembrane glycoprotein is proteolytically processed in the melanosome into fragments that will form amyloids. The amyloids will in turn assemble into sheets, reorganizing the lumen and forming a functional amyloid matrix where melanin will be deposited in later stages (Graham et al. 2019). In stage II, intraluminal striations composed of PMEL start to form and are visible by electron microscopy. Melanin is synthesized and deposited upon the striations in Stage III. Finally, in stage IV, striations are not visible anymore and the mature melanosomes appear black because of melanin accumulation (D’Alba and Shawkey 2019; Le et al. 2021). Melanogenesis is tightly controlled by multiple genetic, hormonal, or environmental factors mainly by regulating: (i) tyrosinase availability (Bae-Harboe and Park 2012; Zolghadri et al. 2019), (ii) proper melanosome formation (Fujita et al. 2009), and (iii) vesicle trafficking (Ohbayashi and Fukuda 2020). Studies of melanogenesis in other vertebrate model species, such as the zebrafish, have found homologous elements performing similar cellular functions (Camp and Lardelli 2001; Lister et al. 2001; Beirl et al. 2014; Patterson and Parichy 2019). However, there have been very few studies of this process in reptiles, which remain largely understudied compared with other vertebrates. Research on color mutants with disrupted black/brown coloration confirmed the involvement of known melanogenesis actors such as the P protein (*OCA2* gene) and PMEL in the Amelanistic and Terrazzo corn snakes, respectively (Ullate-Agote et al. 2014; Saenko et al. 2015; Tzika et al. 2024), and the tyrosinase (*TYR* gene), the P protein (*OCA2* gene), the tyrosinase-related protein 1 (*TYRP1* gene), and the melanocortin 1 receptor (*MC1R* gene) in 4 ball python color morphs (Brown et al. 2022; Garcia-Elfring et al. 2025), or the tyrosinase in the Japanese rat snake (Iwanishi et al. 2018). Although the primary elements of melanogenesis are likely conserved, mutations of its components could impact reptilian coloration differently within the clade and compared with other vertebrates.

Here, we focus on hypomelanistic traits of the corn snake (*Pantherophis guttatus*) and the leopard gecko (*Eublepharis macularius*), 2 species of the Squamata order. The corn snake is a nonvenomous oviparous species from the southeastern USA with a wild-type pattern made up of dorsal and lateral red blotches on an orange background, while the ventral side features black and white checkers. The leopard gecko is a small nocturnal lizard native to the dry and desertic regions of Pakistan, Afghanistan, Iran, India, and Nepal; its wild-type pattern consists of irregular black spots on a yellow background dorsally and a uniform white ventral side (Agarwal et al. 2022). They are both popular pets, and several color and pattern morphs have emerged in private collections over time (Love and Love 2005; Tremper and Tremper 2019). The systematic genetic characterization of these morphs makes it possible to identify the key players responsible for the diversity of color patterns encountered in reptiles (Saenko et al. 2015; Ullate-Agote et al. 2020; Guo et al. 2021; Tzika et al. 2024; Ullate-Agote and Tzika 2024; Montandon et al. 2025). Leopard geckos are also model species for regeneration and temperature-dependent sex determination among others (reviewed in Agarwal et al. 2022).

We characterized at the genetic, transcriptomic, and histological level, the Hypomelanistic corn snake morph and 3 hypomelanistic leopard gecko morphs: (i) the Tremper Albino, (ii) the Rainwater Albino, and (iii) the Bell Albino (Fig. 1). For simplicity, the leopard gecko morphs are referred to as Hypome 1, Hypome 2, and Hypome 3, respectively, throughout the text. These traits appeared in captive stocks in the 1980s and late 1990s and were all identified to be mono-locus and recessive (Love and Love 2005; Tremper and Tremper 2019). Using mapping-by-sequencing, we identified the genomic interval harboring these mutations and investigated the expression profile of the candidate genes during embryonic development using bulk RNA sequencing. For the corn snake, we have produced extensive genomic resources (Ullate-Agote et al. 2014, 2017, 2020), with a chromosome-level assembly recently published (Hoge et al. 2024). For the leopard gecko, a high-quality RefSeq assembly (GCF_028583425.1) is available (Pinto et al. 2023), but the reference individual was homozygous for the Hypome 1 (Tremper Albino) allele, heterozygous for the incomplete dominant Lemon Frost allele, a mutation impacting iridophores (Guo et al. 2021), and possibly heterozygous for the Murphy patternless allele, a mutation that affects pattern formation. To avoid any bias in the investigation of leopard gecko color morphs, we present here a new chromosome-level assembly generated from a wild-type—in terms of coloration—individual using a combination of short and long sequencing reads and chromatin conformation information. Based on our findings, the Hypomelanistic corn snake phenotype is associated with the downregulation of *TYR*, while a missense mutation in the same gene might be responsible for the Hypome 1 leopard gecko phenotype. The Hypome 2 and Hypome 3 leopard gecko phenotypes are associated with disruptive mutations in the *SLC24A5* (Solute carrier family 24 member 5) and *OCA2* (Oculocutaneous albinism II) genes, respectively. Finally, our electron microscopy imaging revealed the impact of each mutation on the subcellular structure of the melanosomes. In conclusion, we link known melanin-related genes to 4 hypomelanistic morphs of 2 squamates—that is lizards and snakes—and examine how their disruption or dysregulation affects the production of melanin and alters their skin coloration.

**Fig. 1.**
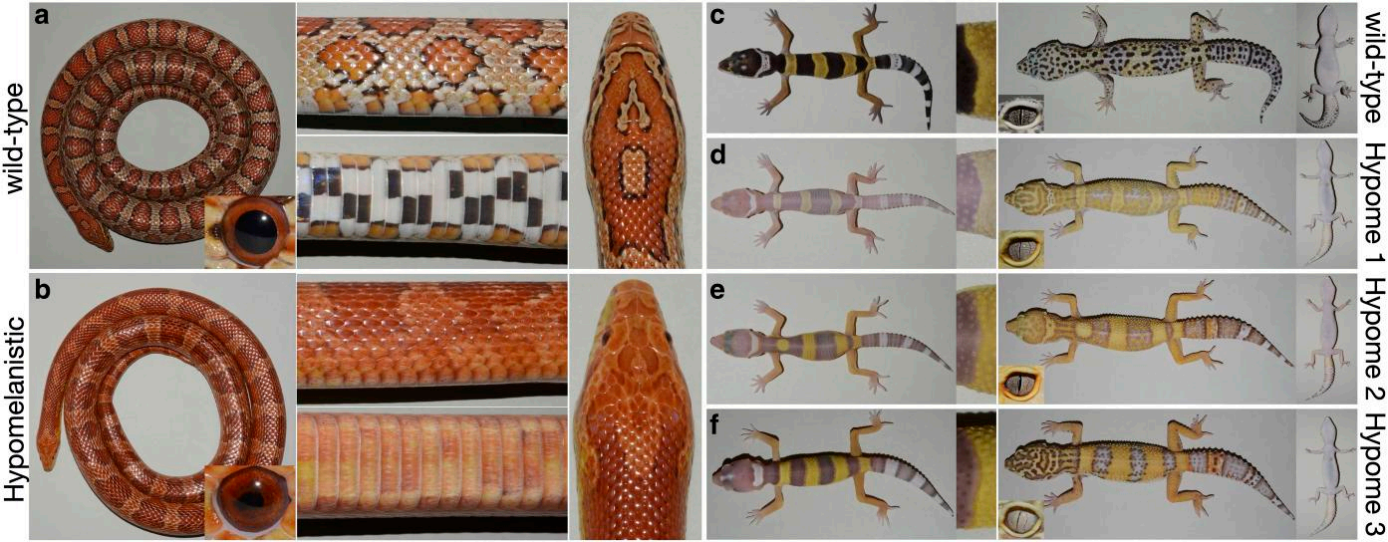
Hypomelanistic corn snake and leopard geckos. a) The corn snake wild-type pattern consists of red dorsal and lateral blotches on an orange background and features black and white ventral checkers. The round pupil is black, and the iris is red. b) In Hypomelanistic corn snakes, the black contour of the blotches is reduced, the black checkers are less evident, and the shape of the pupil appears irregular. c) Wild-type leopard geckos hatch with a banded pattern that changes to spots during the first year of their life. The elliptical pupil is black, and the iris is silver with black strikes. In Hypome 1 d), Hypome 2 e), and Hypome 3 f) leopard geckos, we primarily observe that the amount of melanin is reduced in the skin and the eyes.

## Material and methods

### Animals and ethics statement

Corn snakes and leopard geckos were housed and bred at the LANE animal facility running under the veterinary cantonal permit no. 1008. Sampling and imaging were performed under the experimentation permits GE2719/29163, GE24/33145, and GE366/36450 approved by the Geneva Canton ethical regulation authority.

### Leopard gecko genome assembly

Blood was collected from a 1-year-old adult female leopard gecko with wild-type coloration. DNA was extracted using the DNA Blood mini kit (Qiagen, 51104) for PacBio HiFi and Illumina Paired-end libraries, and with Arima Genomic Genome Assembly Hi-C kit for Illumina Hi-C libraries. For the assembly, we used the *pb_assembly_hifi* module from the SmrtLink v12.0 software suite (https://www.pacb.com/smrt-link/). To further improve the assembly, the Hi-C data were processed with the Arima genomics mapping pipeline (https://github.com/ArimaGenomics/mapping_pipeline). The resulting BAM files were then processed together using *YAHS* v1.1 (Zhou et al. 2023) for Hi-C scaffolding, generating the final genome assembly (NCBI Accession GCA_050574515.1). Gene-content quality control was carried out using *BUSCO* v5.4.4 (Manni et al. 2021) with the *vertebrata_odb10* dataset.

The assembly was annotated with LiftOn v1.0.5 (Chao et al. 2025), which combines DNA-DNA alignments from Liftoff (Shumate and Salzberg 2021) and protein-DNA alignments from miniprot (Li 2023) to map annotations between genome assemblies. We used the NCBI reference genome assembly and RefSeq annotation as input (GCF_028583425.1). The resulting annotation is composed of 23,389 genes and 34,804 transcripts (see *Data Availability*).

### Genomic DNA next-generation sequencing

Genomic DNA was extracted from the parents and the offspring of both corn snakes and leopard geckos using the DNeasy Blood and Tissue kit (Qiagen, 69504) following the manufacturer's instructions. We used blood, sheds, or muscle as starting material. The TruSeq DNA PCR-free libraries were sequenced using an Illumina HiSeqX instrument producing 150 bp paired-end reads. We obtained 171 to 200 million reads for the corn snake libraries and 148 to 258 million reads for the leopard gecko libraries. We checked the data quality and presence of adapters with FastQC (Andrews 2010). We performed quality filtering with sickle v1.33 (Joshi NA 2011), we retained between 158 and 185 million reads for the corn snake libraries, which corresponds to a 28×–32.7× average coverage for a 1.7 Gb genome, and between 144 and 262 million reads for the leopard gecko libraries, which corresponds to a 19.7×–35.8× average coverage for a 2.2 Gb genome.

### SNP calling and genomic interval mapping

The genomic libraries of each morph were assigned to their respective reference genomes (GCF_029531705.1 for corn snake, GCA_050574515.1 for leopard gecko) using *bwa* v0.7.17 (Li and Durbin 2009) with default parameters in *mem* mode. We used *SAMtools* v1.9 (Danecek et al. 2021) to: (i) convert the output SAM files into BAM, (ii) remove duplicates using the *fixmate* mode with the *-m* flag and the *markdup* mode with the *-r* flag, and (iii) sort out reads by their leftmost coordinates. Repetitive regions of the genome were identified using *RepeatMasker* v4.1.5 (Smit et al. 2013–2015) and variants from these regions were ignored. We identified genomic variants with *Platypus* v0.8.1 (Rimmer et al. 2014) and retrieved the genomic interval where the phenotype locus is located as previously described (Ullate-Agote et al. 2020). We predicted the impact of each co-segregating genomic variant found within the interval on genes and proteins using the *SnpEff* toolbox (Cingolani et al. 2012).

### Bulk RNA-Seq sampling and analysis

We first extracted genomic DNA from each embryo, and we genotyped them by verifying the presence of fixed SNPs in amplified and Sanger-sequenced fragments at the edge of the corresponding intervals. The primers for the amplification and sequencing are provided in Supplementary Table 1 in Supplementary File 2. Only the Hypome 2 samples were not genotyped. We then extracted total RNA from the dorsal skin of corn snake and leopard gecko samples using the Direct-zol RNA MiniPrep (Zymo Research, R2050). For the hypomelanistic and Hypome 3 samples the RNA integrity number (RIN) was ≥9, but it varied for the Hypome 1 and Hypome 2 samples. 100 bp paired-end TruSeq Stranded mRNA libraries were prepared for each sample and produced between 40.8 and 50 million reads for the corn snake libraries and between 19.2 and 30 million reads for the leopard gecko libraries.

The bulk RNA-Seq samples were aligned to the CU assembly (GCF_029531705.1.1) for the corn snake and to our assembly (GCA_050574515.1) for the leopard gecko with *STAR* (v2.7.10b) (Dobin et al. 2013) using default parameters for paired-end libraries. Gene expression quantification was performed using the *featureCounts* function implemented in the *Subread* package (v2.0.6) (Liao et al. 2013) counting uniquely mapped paired-end reads. Data normalization, transformation (considering variance stabilizing transformation), principal component analysis, and differential expression analyses with the Wald test and an FDR of 0.05 were performed with the *DESeq2* package (v1.42.0) (Love et al. 2014). For the Hypome 2 samples, which were produced from 2 breeding pairs, we included the batches in the design of the *DESeq2* experiment to account for the batch effect.

### Transmission electron microscopy

Samples were prepared as previously described (Ullate-Agote et al. 2020). In short, skin pieces of 1 mm^2^ were fixed in 2.5% glutaraldehyde solution (EMS), postfixed by a fresh mixture of osmium tetroxide 1% (EMS) with 1.5% potassium ferrocyanide (Sigma-Aldrich), dehydrated in acetone solutions (Sigma-Aldrich) and infiltrated in Epon (Sigma-Aldrich) at graded concentrations. Transveral ultrathin sections of 50 nm were cut on a Leica Ultracut (Leica Mikrosysteme) and poststained with 2% uranyl acetate (Sigma). Micrographs were taken with a transmission electron microscope (Philips CM100; Thermo Fisher Scientific).

## Results

### Coloration of a Hypomelanistic corn snake and three hypomelanistic leopard geckos

In contrast to the wild-type corn snakes, hypomelanistic individuals have a barely discernible black contour around their blotches, whereas the red coloration of the blotches and the orange coloration of the background are conserved (Fig. 1, a and b). At the ventral side, the black and white checkers are maintained in the hatchlings, but the black checkers have a red tint (Supplementary Fig. 1, a and b in Supplementary File 1). On the adults’ ventral side, we observe a fairly homogenous red pigmentation where faint traces of the black checkers are still visible, a phenomenon that also occurs in adult wild-type individuals (Supplementary Fig. 1c in Supplementary File 1). Although the intensity of the black in the pupil is similar to the wild-type, the distribution or number of melanophores is impacted giving it an irregular shape instead of circular.

In hypomelanistic leopard geckos, we observe variation in the intensity of their black coloration (Fig. 1, c to f, Supplementary Fig. 2 in Supplementary File 1), but the yellow pigmentation is not impacted by the respective mutations. In the eyes of the 3 morphs, the pupil maintains its black color and elliptical shape, but it becomes thinner. In the silver iris, we observe less strikes, which take a light brown color in Hypome 3. Note that in private collections there is great variation in the coloration intensity as well as the pattern of these morphs which is likely due to the diverse genetic background of the animals. Our own crosses and the ones performed by private breeders (Tremper and Tremper 2019) confirmed that these 3 morphs correspond to 3 different mutations that are mono-locus and recessive. Furthermore, a past study confirmed the presence of functional tyrosinase in the 3 mutants, although the amount probably varies (Gamble et al. 2006).

In the lineages of Hypomelanistic corn snakes and leopard geckos we maintain, there are no major pattern modifications compared to the respective wild-types. Thus, we assume that melanophores are present and their number is not drastically impacted. Indeed, coloration patterns take shape during embryogenesis as chromatophores differentiate. The chromatophores interact with each other to form the blotches of the corn snakes and the bands of the leopard gecko hatchlings. We have previously shown that in these squamate species, for the pattern to be established the 3 types of chromatophores need to be present in sufficient numbers (Tzika et al. 2024; Ullate-Agote and Tzika 2024) and capable of effective interactions (Montandon et al. 2025). In the hypomelanistic animals under study, we hypothesize that melanophores properly migrate and differentiate during embryogenesis and it is primarily melanogenesis that is affected.

### *TYR* is downregulated in hypomelanistic corn snakes

We first performed mapping by sequencing to retrieve the genomic locus harboring the causative variant for the Hypomelanistic corn snake phenotype, as previously described (Ullate-Agote et al. 2020). Libraries were produced from 1 homozygous and 1 heterozygous parent and 2 pools of homozygous and heterozygous offspring, respectively (Supplementary Table 2 in Supplementary File 2). The reads were aligned to the reference corn snake assembly (NCBI accession: GCF_029531705.1). For each library, we retained only the variants corresponding to the expected genotype, that is, homozygous variants in libraries from homozygous individuals and heterozygous variants in libraries from heterozygous snakes. We then computed the percentage of co-segregating variants transmitted from parents to offspring in sliding windows of 1 Mb. The genomic region carrying the causative mutation is expected to exhibit the highest percentage of co-segregation.

Peaks of high co-segregation can be seen on 3 scaffolds (Fig. 2a). We disregarded the peaks on Super-scaffolds 354 and 412 because they correspond to regions with a low number of co-segregating variants (only 3 and 9, respectively). The third peak with more than 85.6% co-segregation spans 2 Mb on Super-scaffold 344 (from 1.85 to 3.85 Mb) and 5,967 co-segregating variants are present (Fig. 2b). Among the 16 genes found within this interval, 6 genes present non-synonymous substitutions of one or multiple amino acids, but no high-impact variants resulting in severe protein disruptions, such as premature STOP codons and intron/donor acceptor site mutations, were detected (Supplementary Table 3 in Supplementary Files 2 and 3). According to InterProScan (Jones et al. 2014), only one missense mutation results in a protein domain modification: loss of the “*FUNFAM: NADPH oxidase 4 domain*” in *NOX4* (NADPH Oxidase 4). NOX4 generates reactive oxygen species that have been found to reduce melanin formation in mouse melanoma cells, possibly by inhibiting the synthesis of tyrosinase (Liu et al. 2012). Thus, a nonfunctional NOX4 would result in an increased amount of melanin and increased *TYR* expression, which is not the case in Hypomelanistic corn snakes. Three additional genes linked to melanogenesis are present in the interval: *TYR* and *RAB38* (RAB38 member of the RAS oncogene family), both well-known key genes in melanin production, and *FZD4* (Frizzled Class Receptor 4), a member of the Wnt/β-catenin signaling pathway, which is involved in melanocyte expansion and differentiation (Dunn et al. 2000).

**Fig. 2.**
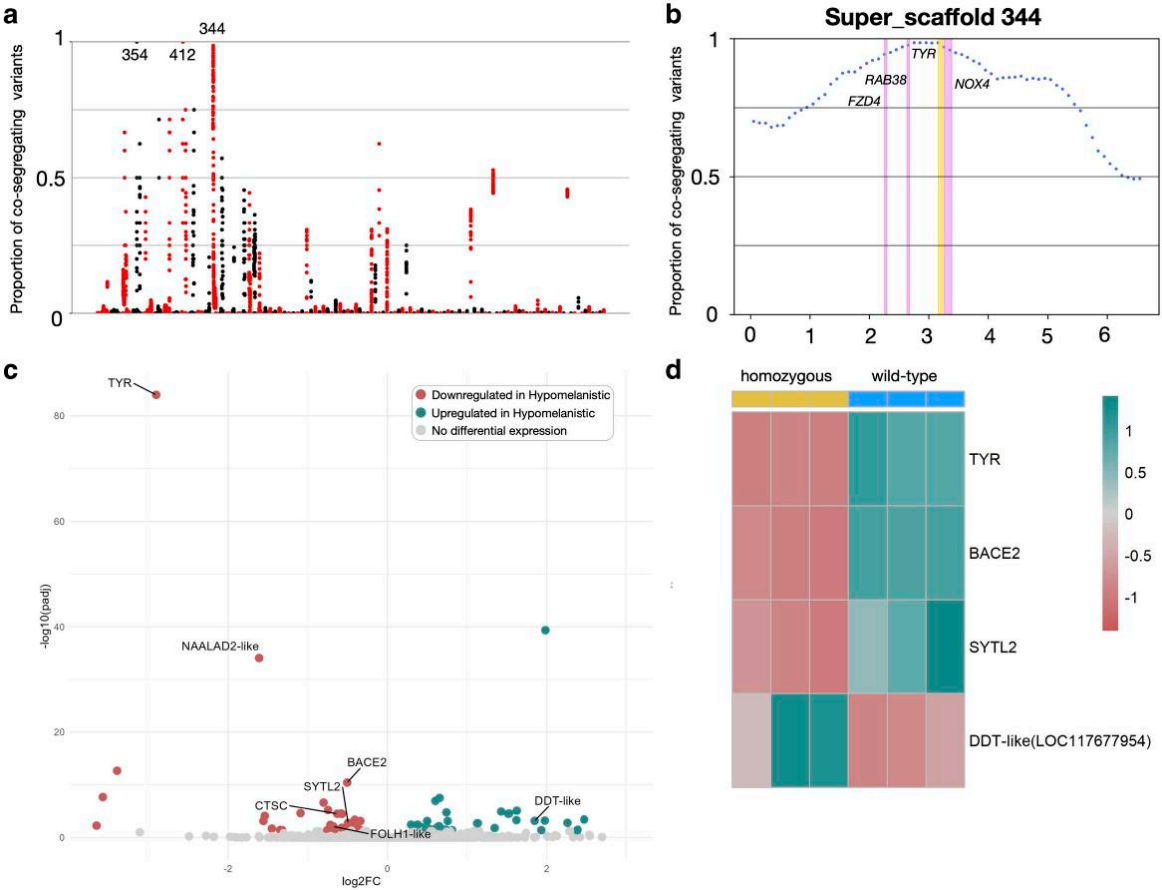
Genetic and transcriptomic analyses for the Hypomelanistic corn snake morph. a) Proportion (*y*-axis) of quality-filtered biallelic SNP/MNP co-segregating with the hypomelanistic locus in the 4 genomic libraries compared to informative quality-filtered parental variants. Proportions are calculated for scaffolds >1 Mb, with a 1-Mb sliding window and a step of 100 Kb. Scaffolds (alternatively colored black and red) are ordered from longest to shortest. We label Super-scaffolds 344, 354, and 412. b) Proportion of biallelic variants (SNP/MNP and indels) in 200-Kb intervals with a 50-Kb step co-segregating with the hypomelanistic locus in Super-scaffold 344. We highlight in yellow the position of *TYR* and in red the positions of *RAB38*, *FZD4,* and *NOX4*. c) Volcano plot depicting statistically significant gene expression changes between wild-type and homozygous hypomelanistic embryonic dorsal skin samples in terms of log2 fold-change (*x*-axis) and negative log10 of adjusted *P* value (*y*-axis). In cyan, the genes significantly upregulated in hypomelanistic and in red, the ones significantly downregulated (cutoff adjusted *P* value: 0.05). We label the differentially expressed genes situated in the reduced genomic interval and the ones associated with melanogenesis. d) Heatmap of genes that are associated with melanogenesis and differentially expressed in the hypomelanistic samples.

In addition to the genomic characterization, we performed differential expression analyses by extracting total RNA from the dorsal skin of 3 homozygous hypomelanistic (*m^h^*/*m^h^*) and 3 wild-type (+/+) embryos at embryonic day 40, corresponding to the developmental stage 10 as defined for *Boaedon (Lamprophis) fuliginosus* (Boback et al. 2012) (Supplementary Table 4 in Supplementary File 2). At this stage, melanin is present in the skin. To minimize variance due to the diverse genetic background of the parents, all embryos were obtained from a single clutch of a cross between 2 heterozygous parents (*m^h^*/+*×m^h^*/+). According to the principal component analyses (PCA), the main differentiating factor of the samples at this stage is the sex of the embryos (PC1: 46%) as we have previously seen in this type of transcriptomic analyses during embryonic development (Tzika et al. 2024; Montandon et al. 2025) (Supplementary Fig. 3a in Supplementary File 1). Among the 81 genes differentially expressed between the wild-type and the hypomelanistic samples (Fig. 2c, Supplementary Table 5 in Supplementary File 2), 4 are located in the genomic interval: *TYR*, *CTSC* (Cathepsin C), *LOC117660188* (*NAALAD2*-like), and *LOC117660097* (*FOLH1*-like). Only *TYR* is expressed by chromatophore precursors according to our previously published single-cell transcriptomic dataset for the dorsal skin of an embryo at embryonic day 25 (Tzika et al. 2024) (Supplementary Fig. 3b in Supplementary File 1). The other genes may be expressed by chromatophores at other developmental stages. *FOLH1* encodes a transmembrane glycoprotein acting as a glutamate carboxypeptidase. It belongs to the family of NAALADases, which is notably involved in the regulation of the NAAG neurotransmitter, but no link has been found to pigmentation for this gene (Zink et al. 2020). *NAALAD2* encodes a protein with a similar function of NAAG regulation; mutations in this gene have been associated with the disruption of retinal pigment epithelial cells (Qian et al. 2025) but not with skin pigmentation. Hypomelanistic corn snakes do not present noticeable changes in their behavior due to poor eyesight compared to wild-types, although, if *LOC117660188* (*NAALAD2*-like) were differentially expressed in their eyes, fundus photography and histological analyses would be necessary to verify if their eye morphology is impacted. Cathepsin C is a peptidase involved in serine protease activation and it was found to be specifically expressed in melanocytes of the neck skin of the black-bone chicken (Wang et al. 2024). Its function in the melanogenesis pathway has not been established, but it could play a similar role to other cathepsins expressed in melanocytes by maintaining melanosome homeostasis (Rebelo et al. 2024) and assisting their degradation (Homma et al. 2018). In a human patient, deficiency in Cathepsin C resulted in the Papillon–Lefevre syndrome affecting skin pigmentation, but a concrete link with melanogenesis pathways is lacking (Ikeshima 2006). The other genes of interest in the interval, *NOX4*, *FZD4,* and *RAB38*, are not differentially expressed, with *NOX4* being very lowly expressed in wild-type and hypomelanistic samples (Supplementary Fig. 3c in Supplementary File 1). Based on our genomic and transcriptomic analyses, we conclude that most likely a regulatory mutation reducing the expression level of *TYR* in Hypomelanistic corn snakes is responsible for their modified skin phenotype. The disruption of NOX4 does not appear to be a plausible candidate mutation, as it would have caused hypermelanism and increased expression of *TYR*, neither of which occurs in Hypomelanistic corn snakes. *CTSC* is a less-likely candidate because it is not expressed by chromatophores at the developmental stage sampled, although we cannot exclude its expression in melanophores later in development.

Beyond *TYR* and the genes in the genomic interval, we investigated whether genes involved in melanogenesis and pigmentation are also differentially expressed. For this purpose, we compiled a list of 505 genes associated with gene ontology terms including the words “*tyrosinase,*” “*melanin,*” “*melanosome,*” “*melanocyte,*” and “*pigmentation*” in human (*Homo sapiens*), mouse (*Mus musculus*), zebrafish (*Danio rerio*), frog (*Xenopus tropicalis*), chicken (*Gallus gallus*), and anole lizard (*Anolis carolinensis*) using AmiGO 2 (Carbon et al. 2009) (Supplementary Table 6 in Supplementary File 2). From those, we observed (i) the downregulation of *BACE2* (Beta-secretase 2), an enzyme processing the PMEL into functional amyloids (Rochin et al. 2013), (ii) the downregulation of *SYTL2* (Synaptotagmin-like 2), required for peripheral melanosome distribution and elongated melanocyte shape (Kuroda and Fukuda 2004), and (iii) the upregulation of *DTT* (D-dopachrome decarboxylase—*LOC117677954*), an enzyme directly involved in melanin synthesis (Odh et al. 1993) (Fig. 2d, Supplementary Fig. 3d in Supplementary File 1). Obviously, such analyses reveal associations, that is, proteins jointly contributing to a shared function, but it does not necessarily mean that they are physically binding each other. The abnormal expression of a candidate gene can impact the expression of other pigmentation-related genes directly, if it functions as a transcription factor, or indirectly via a feedback loop. In Hypomelanistic corn snakes, the downregulation of *TYR* might activate a feedback loop that leads to the altered expression of *BACE2, SYTL2,* and *DTT.* This could occur either by direct interactions, as TYR, BACE2, and SYTL2 colocalize in the melanosome, or indirectly since DTT is primarily found in the cytoplasm. A change in the number of chromatophores could also explain the differential expression of pigmentation-related genes in the mutated phenotype. However, this parameter is difficult to assess in the nontransparent skin of corn snakes. The associations revealed here imply that not only the melanin synthesis is impacted in Hypomelanistic corn snakes but also potentially the subcellular structure of melanophores.

### Leopard gecko genome assembly from a wild-type individual

The current reference genome of the leopard gecko (NCBI accession: GCF_028583425.1) was assembled from an individual carrying several coloration-related mutations that can influence mapping-by-sequencing analyses. Indeed, relevant genomic intervals might be mutated, absent, or translocated thus preventing the proper identification of candidate genes. Therefore, we produced a new genome assembly of a 1-year-old adult female displaying wild-type coloration and, to our knowledge, carrying no pigmentation-related mutations. Three sequencing technologies were combined to produce the assembly: 1.6 million PacBio HiFi reads and 2.67 billion Illumina paired-end short reads were assembled in contigs, and a Hi-C library (3.7 billion Illumina reads) supported scaffolding (Supplementary Table 7 in Supplementary File 2). The final genome assembly is 2.23 Gbp long consisting of 313 scaffolds, 20 of them having chromosome length (NCBI Accession GCA_050574515.1). The quality metrics are similar to those of the reference assembly (Table 1). We used LiftOn (Chao et al. 2025) to transfer the NCBI annotation of the reference assembly to our own (see *Data Availability*). We performed the mapping-by-sequencing analyses for the Hypome 1, Hypome 2, and Hypome 3 phenotypes using our own genome.

**Table 1.** Quality metrics of leopard gecko genome assemblies.

	Scaffold N50	Scaffold L50	Sequencing depth	Complete BUSCO	Fragmented BUSCO	Missing BUSCO
Reference assembly	145 Mb	6	30.0×	98.0% [S:96.2%, D:1.8%]	0.8%	1.2%
New assembly	144 Mb	5	195.0×	97.7% [S:95.9%, D:1.8%]	0.9%	1.4%

Gene-content quality metrics were obtained using BUSCO (vertebrata_odb10 dataset) on the reference genome assembly of the leopard gecko (NCBI accession: GCF_028583425.1) and the newly produced genome assembly (NCBI Accession: GCA_050574515.1). S stands for single-copy genes and D for duplicated genes.

### A *TYR* missense mutation associated with the Hypome 1 phenotype

Mapping-by-sequencing for the Hypome 1 phenotype was performed as described for the Hypomelanistic corn snake (Supplementary Table 2 in Supplementary File 2). Only one region with a percentage of co-segregation variants greater than 69.1% was found on Scaffold 3 (Fig. 3a). It ranges from 169.1 to 177 Mb, with the highest levels of co-segregation (89.3%) between 169.1 and 170.3 Mb (Fig. 3b). This is also the range with the greatest number of co-segregating variants (Supplementary Fig. 4a in Supplementary File 1) and it likely carries the causative mutation for Hypome 1. In addition, we performed extended mapping analyses that included the 4 family libraries, as well as sequencing data of the RefSeq individual that was also a Hypome 1 homozygous. We retrieve the same short interval on Chromosome 3 (Supplementary Fig. 4b in Supplementary File 1).

**Fig. 3.**
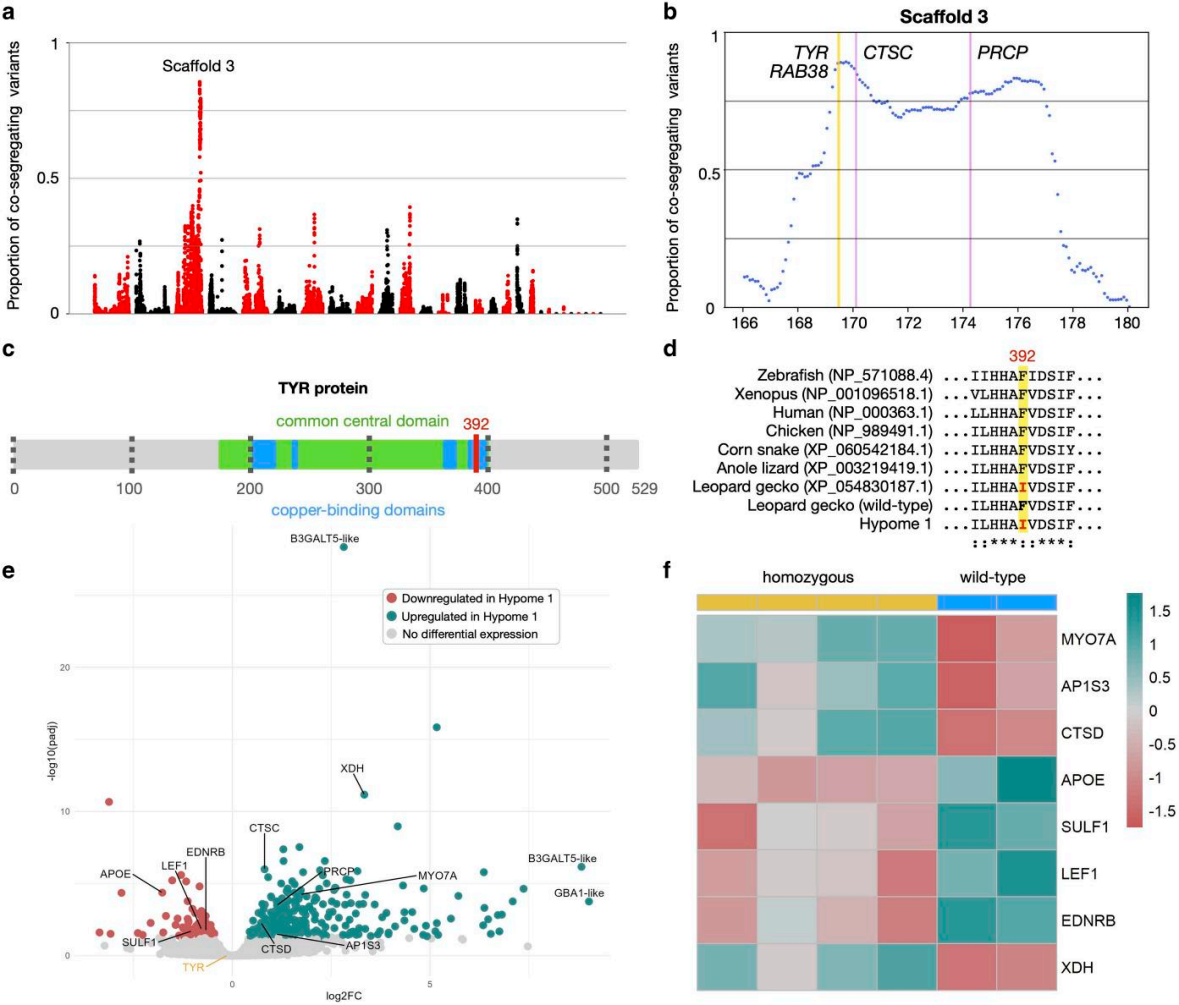
Genetic and transcriptomic analyses for the Hypome 1 leopard gecko morph. a) Proportion (*y*-axis) of quality-filtered biallelic SNP/MNP co-segregating with the Hypome 1 locus in the 4 genomic libraries compared to informative quality-filtered parental variants. Proportions are calculated for scaffolds >1 Mb, with a 1-Mb sliding window and a step of 100 Kb. Scaffolds (alternatively colored black and red) are ordered from longest to shortest. We label Scaffold 3. b) Proportion of biallelic variants (SNP/MNP and indels) in 200-Kb intervals with a 50-Kb step co-segregating with the Hypome 1 locus on Scaffold 3. We highlight in yellow the position of *TYR*. c) Schematic representation of the leopard gecko TYR protein. The position of the 2 mutations is indicated with a red line. d) Amino acid alignment of the TYR protein surrounding the missense mutation. We use “*” to indicate conserved sites and “:” for conservative sites where an amino acid is replaced by another of similar properties. e) Volcano plot depicting statistically significant gene expression changes between wild-type and homozygous Hypome 1 embryonic dorsal skin samples in terms of log2 fold-change (*x*-axis) and negative log10 of adjusted *P* value (*y*-axis). In cyan, the genes significantly upregulated in Hypome 1 and in red, the ones significantly downregulated (cutoff adjusted *P* value: 0.05). We label the differentially expressed genes associated with melanogenesis and the genes with the greatest fold change and *P* value. f) Heatmap of genes that are associated with melanogenesis and differentially expressed in the Hypome 1 samples.

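In the count table that the authors deposited, which lists each gene with its coordinates on their assembly, 51 genes overlapped the stretch from 169.1 to 177 Mb of Scaffold 3. The stretch from 169.1 to 170.3 Mb held *CHORDC1*, *LOC129326150* (*NAALAD2-like*), *LOC129325967* (*FOLH1B-like*), *NOX4*, *TYR*, *GRM5*, *CTSC*, *LOC129326834* and *RAB38*. *TYR* spans 169457340 to 169516748 on the minus strand with 6 annotated exons. *RAB38* spans 170165100 to 170210850 on the plus strand with 3 annotated exons. *CTSC* spans 170105833 to 170141333 with 7 annotated exons and encloses *LOC129326834* on the same strand, so the counts of these overlapping genes are uncertain. *CHORDC1* begins before the interval, at 169085251, and *GAB2* ends after it, at 177146708, and both were included because they overlap it. *MYO7A* begins outside the interval, at 177904346.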

The large 7.9 Mb region contains 51 genes, and the short interval of 1.2 Mb only 9 (Supplementary Table 8 in Supplementary File 2). Although none of these genes carries a high-impact mutation, we find amino acid substitutions in 7 genes (Supplementary File 3), none of which impact the predicted protein domains according to InterProScan. Among the 9 genes in the short interval, we find *RAB38* and *TYR*, both of which are also present in the genomic interval of the Hypomelanistic corn snake morph. We identified one amino acid modification at position 392 of the Hypome 1 leopard gecko TYR, which does not affect the protein domain prediction, as previously stated. We cannot exclude though an impact on the enzymatic function as it falls on the “common central domain of tyrosinase” domain predicted by PFAM (Mistry et al. 2021) and the overlapping “tyrosinase copper-binding domain signature” domain predicted by PRINTS (Attwood et al. 2012) (Fig. 3c). A multispecies alignment of the leopard gecko tyrosinase protein with that of other vertebrates revealed that this is a highly conserved position among vertebrates. It is only mutated in Hypome 1 individuals and the RefSeq individual that was identified as Hypome 1 (Fig. 3d, Supplementary Fig. 4c in Supplementary File 1).

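RNA from the dorsal skin of 9 Hypome 1 leopard gecko embryos was sequenced in bulk, and the authors deposited the number of reads counted on each gene in each library, without normalization. They had aligned the reads to their own leopard gecko assembly with STAR and counted uniquely mapped paired-end reads with featureCounts, on an annotation lifted over from the RefSeq genome with LiftOn. The libraries held between 32455975 and 52017277 counts on 22064 genes, with a median of 38010428 in the wild-type, 36848360 in the heterozygous and 38896550 in the homozygous samples. Library sizes were normalized with edgeR's TMM method, whose factors ran from 0.780 in homozygous replicate 1 to 1.08 in wild-type replicate 1, and expression is given below as TMM-normalized CPM. A total of 16751 genes passed edgeR's filter on low counts. These genes were tested in 1 quasi-likelihood fit of all 9 libraries, with a 2-sided p-value per comparison and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 are called differentially expressed. Supplementary Table 4 gives RNA integrity numbers of 6 and 5 for homozygous replicates 1 and 4 and of at least 7 for the other libraries. The library names of that table carry the years 2022 for heterozygous replicates 1 and 2, 2023 for wild-type replicate 2 and homozygous replicates 1 and 4, and 2024 for the remaining libraries. No year holds more than 1 wild-type library, so genotypes could not be tested within a year, and the year was entered as a factor in an alternative fit. The replicate numbers of the count table and of Supplementary Table 4 were taken to be the same, which is uncertain, because wild-type replicate 2 and homozygous replicate 2 hold 2.27 and 2.24 counts per read pair stated there. Counting each mate once would give at most 2. Some integrity numbers and years may therefore belong to other libraries, and every result that uses them shares this uncertainty.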

We performed bulk RNA-Seq on dorsal skin samples from 2 wild-type (+/+), 4 homozygous (*m^h1^*/*m^h1^*), and 3 heterozygous (*m^h1^*/+) embryos at developmental stage 41 (Wise et al. 2009) (Supplementary Table 4 in Supplementary File 2). This stage corresponds roughly to embryonic day 40 post oviposition, when melanin production has initiated on the embryonic skin. Note that leopard gecko females lay 6 to 8 clutches of only 2 eggs throughout the breeding season, unlike corn snakes that lay a single clutch of 15 to 20 eggs. We chose to collect embryos from a single pair of heterozygous (*m^h1^*/+) parents to avoid differences due to the genetic background of the parents, so the sampling occurred over several seasons. The PCA clustering clearly separates the homozygous samples from the heterozygous and wild-type ones (PC1 variance: 53%—Supplementary Fig. 5a in Supplementary File 1). 

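After DESeq2's variance stabilizing transformation, computed without the genotypes, the 500 most variable genes placed 52.9% of the variance on PC1 and 31.7% on PC2. The homozygous samples scored 6.26 or more on PC1, and all other samples lay below them. Homozygous replicate 3 had the lowest score of its genotype. The wild-type samples scored −3.40 and −15.1, and the heterozygous samples −12.4, −32.7 and −9.57. On PC2 the homozygous samples spread from −24.8 in replicate 1 to 20.4 in replicate 3, more widely than the other genotypes. Homozygous replicates 1 and 4 had the highest PC1 scores, 24.8 and 21.8, and homozygous replicate 2 scored 20.2. Joined by replicate number, the lower RNA integrity numbers belong to replicates 1 and 4, and replicate 2 has 8.7. That join is uncertain, so whether PC1 follows RNA integrity is not settled. Log2 CPM in place of the variance stabilizing transformation moved the share of PC1 the most, to 43.1%, with the lowest homozygous score at 17.4 and the highest score of the other genotypes at −3.25. The homozygous samples lay above all others on PC1 in every setting tried.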

The eggs were incubated at a temperature that mostly produces females. As the embryos cannot be sexed morphologically, we cannot assess the impact of sex on the differential expression analyses. In the wild-type versus homozygous comparison (Fig. 3e), 410 genes are differentially expressed, 2 of which are in the large genomic interval (Supplementary Table 9 in Supplementary File 2): *PRCP* (Prolylcarboxypeptidase), and *CTSC* (Cathepsin C). 

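In edgeR's quasi-likelihood test, 3 genes were differentially expressed between the homozygous and wild-type samples, of which 2 were higher and 1 was lower in the homozygous samples, and 1429 of the 16751 genes had an unadjusted p under 0.05. The choice of test moved this count the most, since DESeq2's Wald test on only these 6 libraries called 426 genes, of which 341 were higher and 85 lower. Of the 410 genes that the paper lists in Supplementary Table 9, this DESeq2 test called 393. In edgeR's fit all 410 had the direction that the paper reports, and 375 had an unadjusted p under 0.05. The paper selected these genes on the same libraries, so neither count is independent evidence. Of the 51 genes in the large interval, 29 had enough counts for edgeR's test. None of them was differentially expressed, and 9 had an unadjusted p under 0.05. The smallest adjusted p was 0.192, for *PRSS23* at 171981114 to 172002477 of Scaffold 3, with a log2 fold change of −0.82 (standard error 0.14). *ME3* had a log2 fold change of −0.72 (standard error 0.15), and *CCDC81* of −3.05 (standard error 0.88). *LOC129326317* (*APRA-like*) had a log2 fold change of 4.38 (standard error 0.85), and it is uncertain, because neighbouring *APRA-like* genes in the interval are its paralogs. These 4 genes were chosen after their values were seen, because DESeq2's test and Supplementary Table 9 also list them. In DESeq2's test 7 interval genes passed the threshold, among them *PRCP* and *CTSC*.

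**Figure D1:**
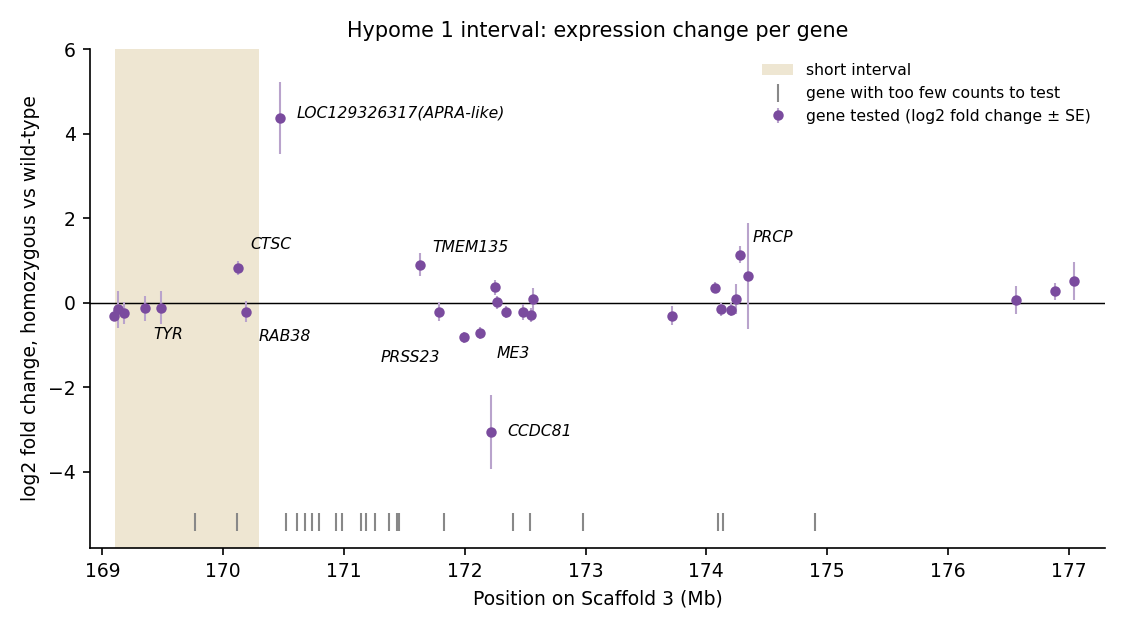
Log2 fold change between homozygous and wild-type samples for each gene of the large interval, against the gene's midpoint on Scaffold 3 in Mb. Points are the 29 genes tested by edgeR with standard errors as bars, ticks at the bottom are genes with too few counts, and the shaded stretch is the short interval; *LOC129326317* at 4.38 and *CCDC81* at −3.05 lie farthest from 0.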

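*LOC129326151* (*B3GALT5-like*) lies on Scaffold 3 from 91730869 to 91735691, outside the mapped interval. It had 293 to 478 counts in the homozygous samples and at most 2 in any wild-type or heterozygous sample. Its mean in the homozygous samples was 11.2 ± 1.50 CPM (SD, n = 4), at least 131-fold higher than in the wild-type samples, which were set to 3 counts for this ratio. Its adjusted p was 0.0043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *LOC129326753* (*B3GALT5-like*), at 91820475 to 91851766 of the same scaffold, had 35.6 ± 4.95 CPM (SD, n = 4) in the homozygous and 4.99 ± 1.22 (SD, n = 2) in the wild-type samples. This is a log2 fold change of 2.83 (standard error 0.23), with the same adjusted p from edgeR. Both genes are paralogs and the authors counted uniquely mapped reads, so reads that match both genes were left out and each value is uncertain. With only the libraries of an RNA integrity number of at least 7, *LOC129326151* and *AHRR* were no longer differentially expressed, and *AHRR* also not in edgeR's fit of only the homozygous and wild-type libraries. The third differentially expressed gene, *AHRR* on Scaffold 11 from 81922076 to 81966148, was lower in the homozygous samples, at 0.768 ± 0.178 CPM (SD, n = 4) against 6.32 ± 1.34 (SD, n = 2), with a log2 fold change of −3.04 (standard error 0.28) and again the same adjusted p from edgeR. For each of these 3 genes all homozygous samples lay on one side of both wild-type samples (exact permutation test, 2-sided, p = 0.0667, the smallest p that 2 samples against 4 allow).

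**Figure D2:**
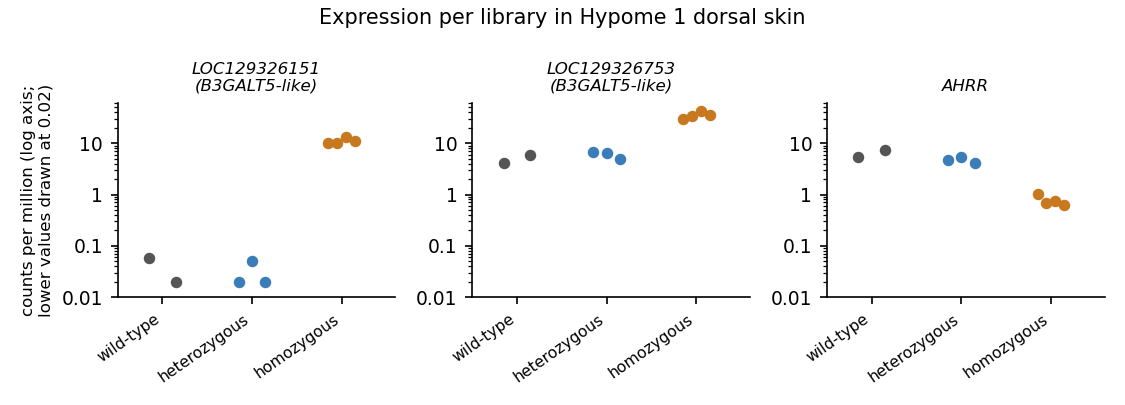
TMM-normalized CPM, on a log axis, of 3 genes in each library of the wild-type, heterozygous and homozygous samples, with values under 0.02 drawn at 0.02. Each point is a library; *LOC129326151* has at most 2 counts outside the homozygous samples, and *AHRR* is lower in each homozygous sample than in any other.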

The 3 most upregulated genes, in terms of fold change (*B3GALT5-like* and *GBA1-like*) and *P*-value (*LOC129326753- B3GALT5-like*) have not been associated with skin pigmentation so far. In the heterozygous versus homozygous comparison (Supplementary Fig. 5b in Supplementary File 1, Supplementary Table 10 in Supplementary File 2), 1,069 genes are differentially expressed, including again *PRCP* and *CTSC* from the larger genomic interval.

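Between the homozygous and heterozygous samples, edgeR's quasi-likelihood test gave 6 differentially expressed genes, of which 4 were higher and 2 lower in the homozygous samples, and 2987 genes had an unadjusted p under 0.05. DESeq2's Wald test on the 9 libraries called 1135 genes, of which 736 were higher and 399 lower. With the year as a factor, edgeR called 0 genes, and 671 had an unadjusted p under 0.05. Heterozygous replicates 1 and 2 are the only libraries of 2022, so the year and the genotype are partly confounded. *LOC129326151* was at least 134-fold higher in the homozygous samples, and *LOC129326753* had a log2 fold change of 2.58 (standard error 0.19, adjusted p = 0.00104 from edgeR's test with Benjamini-Hochberg adjustment, as for the former). *AHRR* had a log2 fold change of −2.63 (standard error 0.26, adjusted p = 0.00856 from edgeR). *NES*, on Scaffold 1 from 387995 to 400399, had 26.5 ± 4.16 CPM (SD, n = 4) in the homozygous and 60.5 ± 9.53 (SD, n = 3) in the heterozygous samples, a log2 fold change of −1.19 (standard error 0.15). The wild-type samples lay between these, at 44.6 ± 5.99 CPM (SD, n = 2). *TMEM268*, on Scaffold 14 from 50506140 to 50536761, had a log2 fold change of 2.06 (standard error 0.27) and was named after its values were seen. These 2 genes and *XDH* had an adjusted p of 0.0456 in edgeR's test. None of the 29 interval genes tested was differentially expressed, and 7 had an unadjusted p under 0.05. *PRCP* had a log2 fold change of 0.57 (standard error 0.17, adjusted p = 0.136 from edgeR), and *CTSC* of 0.54 (standard error 0.13, adjusted p = 0.106 from edgeR). With the year as a factor these values were 0.49 and 0.27. Both genes passed the threshold in DESeq2's test. *LOC129338057*, labelled in Supplementary Fig. 5b, had 15 to 1062 counts in the homozygous and at most 2 in the heterozygous samples. Its mean was at least 187-fold higher in the homozygous samples, with an adjusted p of 0.0821 from edgeR. Homozygous replicate 1 had 36.2 CPM and the other homozygous samples 0.416 to 17.3, so the homozygous samples spread widely. The lowest, replicate 3, had 15 counts, close to wild-type replicate 1 with 12 counts and 0.341 CPM. With each library left out in turn, the log2 fold change against the heterozygous samples stayed between 8.87 and 12.3.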

*PRCP* is involved in the α-MSH (α-melanocyte stimulating hormone) degradation (Diano 2011), a neuropeptide stimulating the production and release of melanin in the skin. The over-expression of *PRCP* in Hypome 1 leopard geckos could lead to lower levels of α-MSH and in turn lower amount of melanin produced by melanocytes in the skin. Note that we also observe *PRCP* over-expression in heterozygous samples compared to the wild-type but with a lower log2 fold change (heterozygous: 0.57, homozygous: 1.13). 

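*PRCP* lies on Scaffold 3 from 174254820 to 174303144 on the plus strand, with 9 annotated exons. Its expression was 14.4 ± 3.72 CPM (SD, n = 2) in the wild-type, 21.5 ± 2.15 (SD, n = 3) in the heterozygous and 31.8 ± 4.73 (SD, n = 4) in the homozygous samples. The homozygous samples had a log2 fold change of 1.14 against the wild-type (standard error 0.20, adjusted p = 0.231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 lay above both wild-type samples, from 26.5 to 36.9 CPM. The heterozygous samples had a log2 fold change of 0.58 against the wild-type (standard error 0.20, adjusted p = 1.0 and unadjusted p = 0.0184 from edgeR). All 3 lay above both wild-type samples (exact permutation test, 2-sided, p = 0.1, the smallest p that 2 samples against 3 allow). With each library left out in turn, the log2 fold change stayed between 0.90 and 1.43 in the homozygous and between 0.33 and 0.87 in the heterozygous samples, and the wild-type samples moved it the most. In the comparison of heterozygous and wild-type samples as a whole, 0 genes were differentially expressed, and 257 had an unadjusted p under 0.05. The homozygous samples were also above all heterozygous ones (exact permutation test, 2-sided, p = 0.0571).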

The absence of a hypomelanistic phenotype in heterozygous geckos could be explained by a threshold value of *PRCP* expression above which melanogenesis would be impacted and which would be exceeded for the homozygous mutation (Supplementary Fig. 5c in Supplementary File 2). We previously generated single-cell transcriptomic data from the dorsal skin of a leopard gecko embryo at an embryonic stage when melanin starts to be produced (Ullate-Agote and Tzika 2024). At this specific developmental stage, *PRCP* is mostly expressed by endothelial cells and not chromatophores (Supplementary Fig. 5d in Supplementary File 2).

As stated earlier for the Hypomelanistic corn snakes, *CTSC* is likely involved in melanin production, but it is unknown how. It was found specifically expressed by melanocytes of black-feathered chicken and downregulated in the skin of white-feathered chicken. 

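*CTSC* had 50.0 ± 2.76 CPM (SD, n = 2) in the wild-type, 60.7 ± 12.1 (SD, n = 3) in the heterozygous and 88.4 ± 1.95 (SD, n = 4) in the homozygous Hypome 1 samples. Against the wild-type, the homozygous samples had a log2 fold change of 0.82 (standard error 0.16, adjusted p = 0.248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This value stayed between 0.76 and 0.88 with each library of both genotypes left out in turn. The gene was called by DESeq2's Wald test. The heterozygous samples spread from 48.9 to 73.1 CPM and overlapped the wild-type samples. All homozygous samples exceeded all heterozygous ones (exact permutation test, 2-sided, p = 0.0286, the smallest p that 3 samples against 4 allow). In TPM, which carry no TMM normalization, the homozygous samples ran from 42.4 to 67.6 and overlapped the heterozygous samples, which ran from 41.2 to 55.7.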

In leopard geckos, we observe expression in wild-type chromatophores (Supplementary Fig. 5d in Supplementary File 1), but its upregulation in Hypome 1 leopard geckos would rather result in hypermelanism. 

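*TYR* expression in the dorsal skin was 37.8 ± 1.35 CPM (SD, n = 2) in the wild-type, 28.4 ± 8.82 (SD, n = 3) in the heterozygous and 34.9 ± 15.3 (SD, n = 4) in the homozygous Hypome 1 samples. The log2 fold change of the homozygous samples was −0.11 against the wild-type (standard error 0.38, adjusted p = 0.955 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.30 against the heterozygous samples (standard error 0.34, adjusted p = 0.666 from edgeR). Neither difference was larger than the spread between samples, and both changed sign under other settings. Without homozygous replicate 1, which had the fewest *TYR* counts, the former was 0.11. *RAB38* had 17.5 ± 1.05 CPM (SD, n = 2) in the wild-type and 15.2 ± 4.84 (SD, n = 4) in the homozygous samples, a log2 fold change of −0.21 (standard error 0.26, adjusted p = 0.858 from edgeR). The exact permutation p, 2-sided, was 0.733 for *TYR* and 0.6 for *RAB38* against the wild-type. The counts measure the amount of transcript and not the function of the protein.

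**Figure D3:**
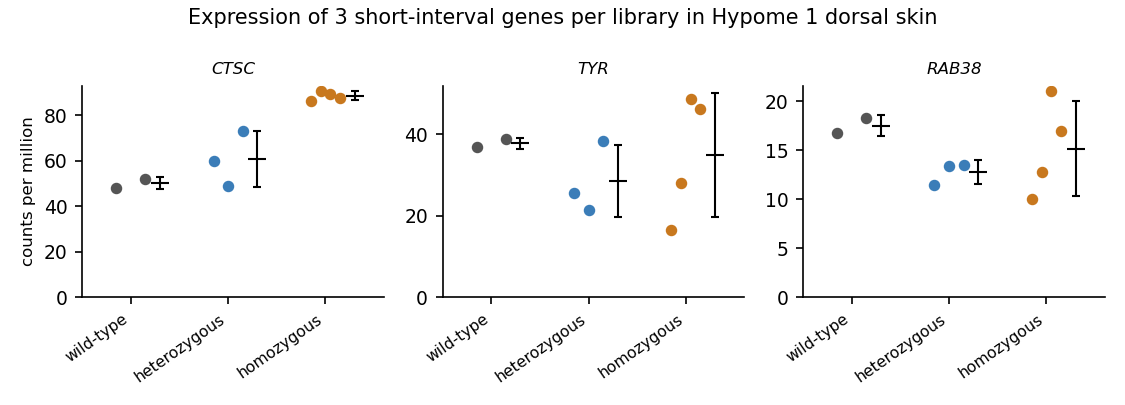
TMM-normalized CPM of *CTSC*, *TYR* and *RAB38* in each library of the wild-type, heterozygous and homozygous samples. Points are libraries and bars are the mean ± SD; the homozygous samples lie between 86.2 and 90.6 for *CTSC*, and between 16.6 and 48.7 for *TYR*, on both sides of the wild-type samples.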

Although we cannot exclude the involvement of *PRCP* and *CTSC* in the Hypome 1 phenotype, we hypothesize that the skin phenotype of the animals is altered primarily by reduced function of TYR. Indeed, *TYR* is situated on the interval with the greatest proportion of co-segregating SNPs and is primarily expressed by melanophores (Supplementary Fig. 5d in Supplementary File 1).

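Of the 505 pigmentation-associated gene symbols of Supplementary Table 6, 306 were found in the Hypome 1 count table, and 295 of these genes had enough counts for edgeR's test. Against the wild-type, 0 were differentially expressed in the homozygous samples, and 17 had an unadjusted p under 0.05. The count was also 0 when the adjustment covered the list alone. DESeq2's Wald test on only these 6 libraries moved the count the most, to 7 genes, of which 3 were higher and 4 lower. *MYO7A*, on Scaffold 3 beyond the large interval, had 18.2 ± 3.72 CPM (SD, n = 4) in the homozygous and 3.61 and 7.43 in the wild-type samples, with a log2 fold change of 1.72 (standard error 0.55). For *AP1S3*, on Scaffold 6, the log2 fold change was 1.10 (standard error 0.44), and for *CTSD*, on Scaffold 2, it was 0.73 (standard error 0.34). *APOE*, on Scaffold 15, had 4.56 ± 0.849 CPM (SD, n = 4) in the homozygous and 15.6 ± 7.12 (SD, n = 2) in the wild-type samples, with a log2 fold change of −1.77 (standard error 0.31). *SULF1*, on Scaffold 8, had a log2 fold change of −1.02 (standard error 0.35), *LEF1*, on Scaffold 10, of −0.78 (standard error 0.31), and *EDNRB*, on Scaffold 3, of −0.66 (standard error 0.24). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p of these 7 genes ran from 0.231 for *APOE* to 0.594 for *CTSD*. For each of them the homozygous samples all lay on one side of both wild-type samples.

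**Figure D4:**
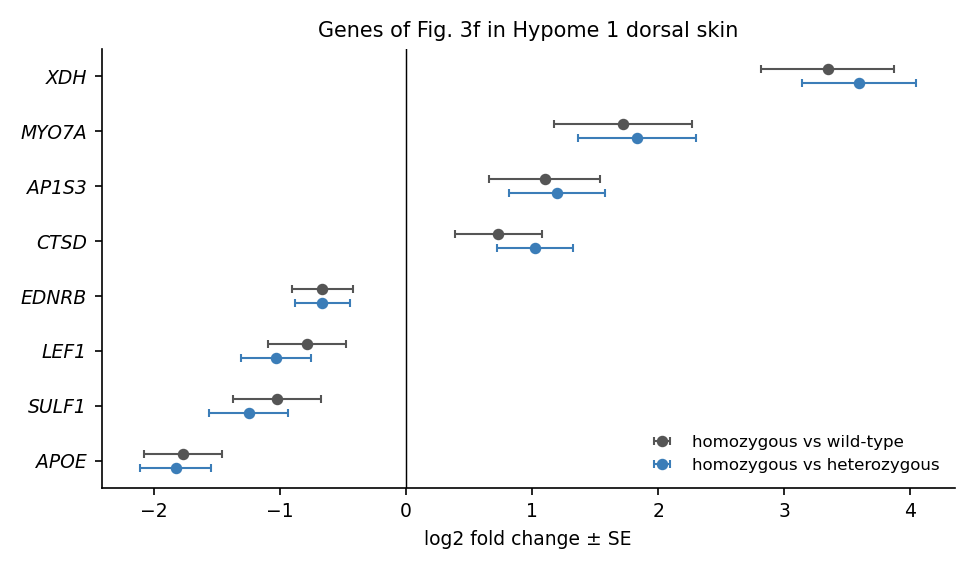
Log2 fold change of *XDH* and of 7 genes of the pigmentation-associated list in the homozygous samples against the wild-type and against the heterozygous samples. Points are edgeR's estimates and bars are the standard errors; *XDH*, *MYO7A*, *AP1S3* and *CTSD* lie above 0 and *EDNRB*, *LEF1*, *SULF1* and *APOE* below 0 in both comparisons.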

We also assessed the expression of the 505 selected melanogenesis-associated genes (Fig. 3f, Supplementary Fig. 5, e and f in Supplementary File 1), with *MYO7A* (Myosin VIIA), *AP1S3* (Adaptor-related protein complex 1 subunit sigma 3), and *CTSD* (Cathepsin D) being overexpressed in the homozygous Hypome 1 and *APOE* (Apolipoprotein E), *SULF1* (Sulfatase 1), *LEF1* (Lymphoid enhancer-binding factor 1), and *EDNRB* (Endothelin receptor type B) being downregulated. *MYO7A* is expressed in mouse retinal pigment cells and mutations cause the Usher syndrome 1B resulting, among others, in melanosome motility defects, but only in retinal pigment cells and not in skin melanocytes (Williams and Lopes 2011). AP1S3 is a subunit of the clathrin adaptor protein AP-1, which creates, along with KIF13A, endosomal subdomains in melanocytes necessary for cargo delivery of enzymes, such as *TYRP1*, to mature melanosomes (Delevoye et al. 2009). The knockdown of Cathepsin D in zebrafish larvae has been linked to skin hyperpigmentation with the dispersion of the melanophores over the yolk. The process leading to this phenotype has not been precisely identified and it could not be studied in adult fish as the larvae die at 10 d post-fertilization (Follo et al. 2011). APOE is a regulator of the amyloid fibrils’ formation by PMEL via its binding to exosomes and intraluminal vesicles. Also, it likely plays a role in protecting pigment cells from the inherent toxicity of amyloidogenesis (van Niel et al. 2015). Expression of *SULF1* is necessary for the chromatophore migration from the neural crest and their subsequent patterning in zebrafish (Meyers et al. 2013). *LEF1* encodes an enhancer involved in the regulation of *TYR* expression, both by increasing *MITF* expression and by enhancing the promoter activity of *TYR* (Wang et al. 2015). As *MITF* is involved in the differentiation of chromatophores from the neural crest cells, *LEF1* might also play a significant role in this process (Dorsky et al. 2000). EDNRB is a key factor in the migration of melanoblasts from the neural crest (Lee et al. 2003), which is regulated by *MITF* (Sato-Jin et al. 2008). We thus observe a dysregulation of factors that affect both the migration and the differentiation of melanophores, as well as the production of melanin.

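Against the heterozygous samples, which the paper also compared, the log2 fold changes in the homozygous samples had the same direction for all 7 genes. They were 1.84 for *MYO7A* (standard error 0.47), 1.20 for *AP1S3* (standard error 0.38) and 1.03 for *CTSD* (standard error 0.30). The decreases were −1.82 for *APOE* (standard error 0.28), −1.24 for *SULF1* (standard error 0.31), −1.03 for *LEF1* (standard error 0.28) and −0.66 for *EDNRB* (standard error 0.22). With the year as a factor the log2 fold changes kept their direction, and those of all but *AP1S3*, at 1.22, were smaller. They were 1.17 for *MYO7A*, 0.49 for *CTSD*, −1.14 for *APOE*, −0.57 for *SULF1*, −0.37 for *LEF1* and −0.42 for *EDNRB*. The homozygous and heterozygous samples overlapped for *EDNRB* (exact permutation test, 2-sided, p = 0.0857). Among the 295 genes of the list that were tested, 0 were differentially expressed by edgeR's quasi-likelihood test, 55 had an unadjusted p under 0.05, and 1 passed when the adjustment covered the list alone. DESeq2's Wald test called 16 genes of the list. The paper gives the published roles of these genes before it states that such factors are dysregulated.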

Among the upregulated genes in homozygous Hypome 1 leopard geckos (Fig. 3f), we also find *XDH,* which is involved in pteridine pigment synthesis in xanthophores (Parichy et al. 2000). 

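*XDH*, on Scaffold 1 from 72854918 to 72945149, had 2.12 ± 0.626 CPM (SD, n = 2) in the wild-type, 1.79 ± 0.881 (SD, n = 3) in the heterozygous and 21.5 ± 8.65 (SD, n = 4) in the homozygous samples. The log2 fold change of the homozygous samples was 3.34 against the wild-type (standard error 0.53, adjusted p = 0.171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.59 against the heterozygous samples (standard error 0.45). Only the latter passed the threshold. The 2 effects differ by the log2 fold change of the heterozygous against the wild-type samples, which was −0.25 (standard error 0.49, unadjusted p = 0.621 from edgeR). Homozygous replicate 3 had the lowest value of its genotype, 10.1 CPM. With this replicate left out, and also in DESeq2's Wald test, the gene was differentially expressed against the wild-type too. Against the heterozygous samples it no longer passed the threshold with the replicate number as a block or with the year as a factor. The year lowered the log2 fold change to 2.78. The gene also did not pass with the RNA integrity number as a covariate or with only the libraries of an integrity number of at least 7. The same held in edgeR's fit of only these genotypes, and without heterozygous replicate 1 or 2 or homozygous replicate 2 or 4. With each library left out in turn, the log2 fold change against the wild-type stayed between 3.06 and 3.67.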

Its overexpression hints at a possible increase in the production of yellow pigments and/or the number of xanthophores. This change can be a response to the decrease of melanin production. Note though that leopard geckos in the pet trade often carry multiple mutations affecting their coloration, and the increased expression of *XDH* could be linked to another mutation present in the lineage studied.

### *SLC24A5* is disrupted in Hypome 2 leopard geckos

Our mapping-by-sequencing analyses for the Hypome 2 phenotype revealed a high co-segregation interval (maximum of 99.6%) on Scaffold 18 and regions with lower levels (57% to 68%) on Scaffolds 1, 2, and 6 (Fig. 4a, Supplementary Table 2 in Supplementary File 2). The region on Scaffold 18 is split into 2 parts of high co-segregation: a 1.3 Mb region (from 26.7 to 28 Mb) and a 1.1 Mb region (31.7 to 32.8 Mb). The percentage of co-segregation in between ranges from 42% to 75% (Fig. 4b) and the number of co-segregating variants is lower (1,420/Mb) compared to the other 2 parts (2,584/Mb for a total of 6,201 co-segregating variants). We do not find long stretches of repetitive regions or of Ns in the in-between region that could account for the drop in the percentage of co-segregating variants.

**Fig. 4.**
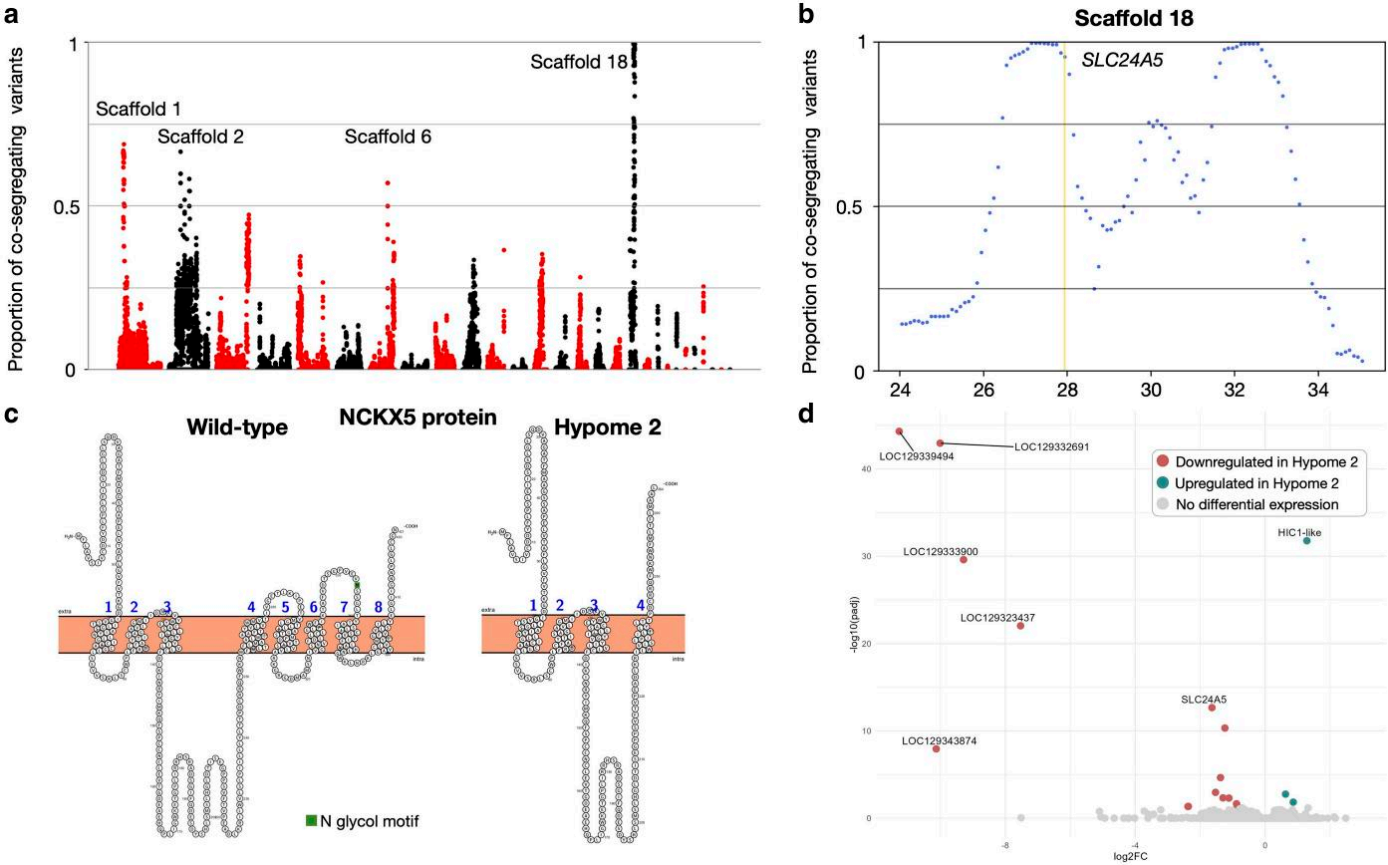
Genetic and transcriptomic analyses for the Hypome 2 leopard gecko morph. a) Proportion (*y*-axis) of quality-filtered biallelic SNP/MNP co-segregating with the Hypome 2 locus in the 4 genomic libraries compared to informative quality-filtered parental variants. Proportions are calculated for scaffolds >1 Mb, with a 1-Mb sliding window and a step of 100 Kb. Scaffolds (alternatively colored black and red) are ordered from longest to shortest. We label Scaffolds 1, 2, 6, and 18. b) Proportion of biallelic variants (SNP/MNP and indels) in 200-Kb intervals with a 50-Kb step co-segregating with the Hypome 2 locus on Scaffold 18. We highlight in yellow the position of *SLC24A5*. c) Schematic representation of transmembrane domains of *SLC24A5* from a wild-type and a Hypome 2 leopard gecko generated with PROTTER. d) Volcano plot depicting statistically significant gene expression changes between wild-type and homozygous Hypome 2 embryonic dorsal skin samples in terms of log2 fold-change (*x*-axis) and negative log10 of *P* value (*y*-axis). In cyan, the genes significantly upregulated in Hypome 2 and in red, the ones significantly downregulated (cutoff adjusted *P* value: 0.05).

The 2 regions of high co-segregation harbor 43 genes (Supplementary Table 11 in Supplementary File 2). Eight of thesegenes carry amino acid modifications that do not impact the predicted protein domains according to InterProScan (Supplementary File 3). A high-impact mutation is present in exon 6 (out of 8) of the *SLC24A5* gene resulting in a premature STOP codon through a C-to-T mutation changing a UGG codon to a UAG codon. The *SLC24A5* gene encodes NCKX5 (sodium/potassium/calcium exchanger 5). Based on the transmembrane (TM) domain prediction of PROTTER (Omasits et al. 2014), the Hypome 2 NCKX5 protein is missing 4 TM domains (Fig. 4c). *SLC24A5* is mostly expressed in pigment cells. It was first identified in zebrafish (Lamason et al. 2005) and since then has been found to be a major component in melanogenesis through the regulation of melanosome biogenesis (Wilson et al. 2013). A single missense mutation in humans is sufficient to disrupt the function of the protein (Bertolotti et al. 2016), so it is likely that the loss of 4 TM domains results in a severe disruption of the protein function in Hypome 2 leopard geckos, making it a strong candidate for this phenotype. In our single-cell data from embryonic skin, we observe that *SLC24A5* is strongly expressed in melanophores, and less so in the other chromatophores (Supplementary Fig. 6a in Supplementary File 1).

In parallel, we performed bulk RNA sequencing on dorsal skin samples from embryos at developmental stage 41 (Supplementary Table 4 in Supplementary File 2). Two breeding pairs produced 2 homozygous (*m^h2^*/*m^h2^*) and 6 wild-type (*m^h2^*/+ or +/+) embryos. In the PCA analyses, the samples do not cluster according to their phenotype (PC1: 68%—Supplementary Fig. 6b in Supplementary File 1). Eighteen genes are differentially expressed (Supplementary Table 12 in Supplementary File 2), and *SLC24A5* is the only one among them located in the genomic interval (Fig. 4d, Supplementary Fig. 6c in Supplementary File 1). The downregulation of *SLC24A5*, whose protein sequence is disrupted by the variant described above, could be caused by cellular feedback aimed at preventing the production of the defective protein, known as nonsense-mediated mRNA decay (Kurosaki et al. 2019). Of the 505 pigmentation-associated genes, none is differentially expressed in Hypome 2 embryonic skin, besides *SLC24A5*.

### *OCA2* is disrupted in Hypome 3 leopard geckos

The mapping-by-sequencing analyses revealed a genomic interval of 4.8 Mb on Scaffold 3 (from 51.9 to 56.7 Mb) harboring the Hypome 3 causative mutation (Fig. 5, a and b, Supplementary Table 2 in Supplementary File 2). Two secondary regions with a high percentage of co-segregating variants are located on Scaffolds 4 and 6 but correspond to regions with a very small number of co-segregating variants (37 and 10, respectively). On the other hand, in the main interval there are 13,906 co-segregating variants (2,897/Mb). These variants result in amino acid substitutions in 12 out of the 46 genes present (Supplementary Table 13 in Supplementary Files 2 and 3), affecting the InterProScan protein domain prediction of CRACDL and AFF3. Both proteins lose a “Mobi-DB consensus disorder domain,” but the impact of these domain losses on protein function is hard to assess due to the lack of available literature about specific disordered regions and their functions. In addition, a high-impact variant is found within the *OCA2* gene. A G-to-A substitution changes a CGA codon to UGA in exon 6 (out of 23) introducing an early STOP codon. *OCA2* encodes the P protein whose exact function is unknown, although it is predicted to be a transmembrane transporter of tyrosine in melanocytes (Toyofuku et al. 2002). This protein is an essential factor of melanogenesis and has been linked to albinism in humans, zebrafish, and corn snakes (Beirl et al. 2014; Saenko et al. 2015). According to the TM domain prediction by PROTTER, 10 out of 11 TM domains are missing from the Hypome 3 P protein (Fig. 5c) very likely affecting its function. In our single-cell data from embryonic skin, we observed a restricted expression of *OCA2* in melanophores (Supplementary Fig. 7a in Supplementary File 1).

**Fig. 5.**
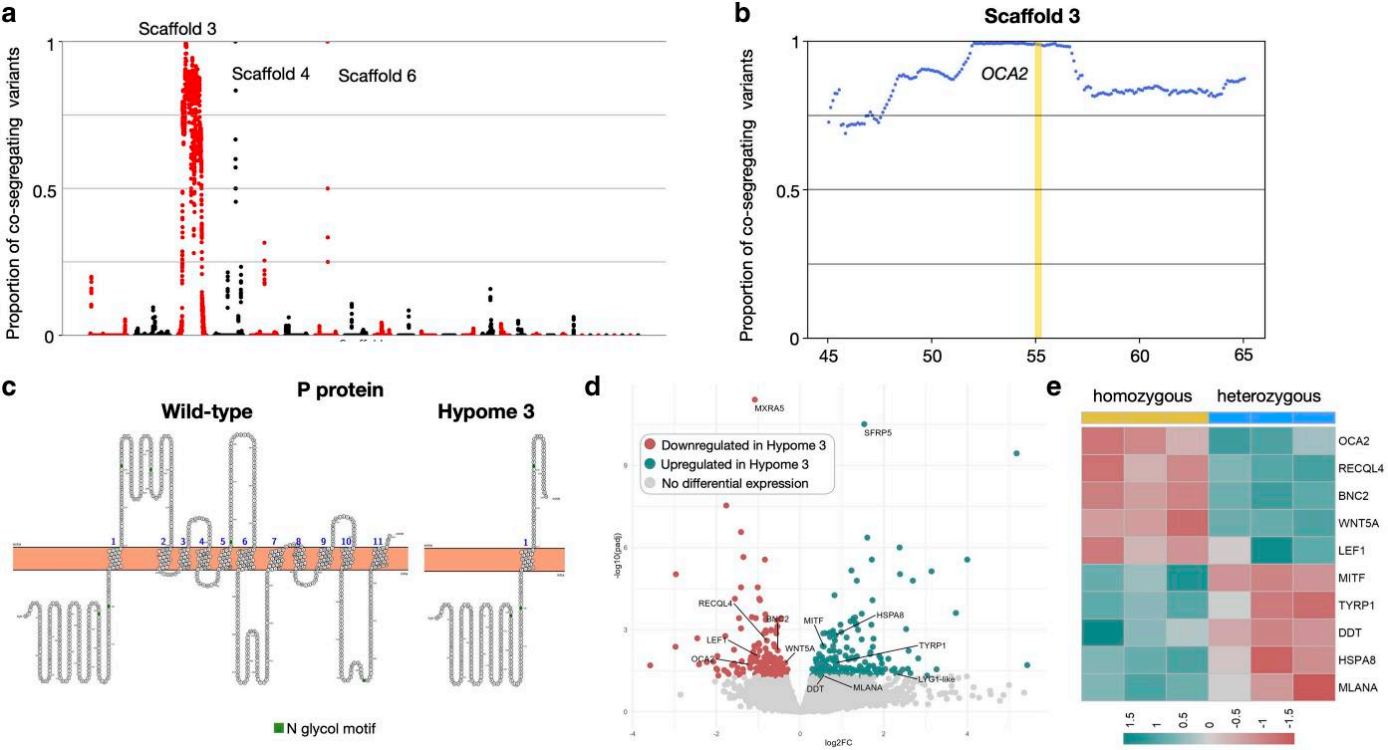
Genetic and transcriptomic analyses for the Hypome 3 leopard gecko morph. a) Proportion (*y*-axis) of quality-filtered biallelic SNP/MNP co-segregating with the Hypome 3 locus in the 4 genomic libraries compared to informative quality-filtered parental variants. Proportions are calculated for scaffolds >1 Mb, with a 1-Mb sliding window and a step of 100 Kb. Scaffolds (alternatively colored black and red) are ordered from longest to shortest. We label Scaffolds 3, 4, and 6. b) Proportion of biallelic variants (SNP/MNP and indels) in 200-Kb intervals with a 50-Kb step co-segregating with the Hypome 3 locus on Scaffold 3. We highlight in yellow the position of *OCA2*. c) Schematic representation of transmembrane domains of *OCA2* from a wild-type and a Hypome 3 leopard gecko generated with PROTTER. d) Volcano plot depicting statistically significant gene expression changes between heterozygous and homozygous Hypome 3 embryonic dorsal skin samples in terms of log2 fold-change (*x*-axis) and negative log10 of *P* value (*y*-axis). In cyan, the genes significantly upregulated in Hypome 3 and in red, the ones significantly downregulated (cutoff adjusted *P* value: 0.05). We label the differentially expressed genes associated with melanogenesis. e) Heatmap of genes that are associated with melanogenesis and differentially expressed in the Hypome 3 samples.

Bulk RNA sequencing was performed using dorsal skin samples from 3 homozygous (*m^h3^*/*m^h3^*) and 3 heterozygous (*m^h3^*/+) embryos at developmental stage 41 (Supplementary Table 4 in Supplementary File 2). 

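The paper describes the same counting for Hypome 3 as for Hypome 1. The Hypome 3 table holds 3 libraries labelled heterozygous, with 16826633, 18665698 and 21208295 counts on genes. Its 3 other columns are named as wild-type, a genotype that the paper does not give for Hypome 3 embryos, so they were matched to no sample and were not used here. Homozygous and heterozygous samples were therefore not compared, and no principal component analysis was made. For the libraries labelled heterozygous, TPM were computed from the counts and the gene lengths of the same table.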

The clustering by PCA roughly separates the samples by phenotype (Supplementary Fig. 7b in Supplementary File 1). Indeed, the heterozygous, rather than wild-type, samples used for the comparison might have an intermediate level of expression in-between that of wild-type and Hypome 3. 392 genes are nonetheless differentially expressed (Fig. 5d), 2 of which are within the genomic interval (Supplementary Table 14 in Supplementary File 2): *LOC129325423* (*LYG1*-like Lysozyme G1) and *OCA2*. The under-expression of *OCA2* could be due to the cellular feedback to the disrupted P protein, similarly to what we observe for Hypome 2 and *SLC24A5*. *LYG1* encodes a lysozyme protein that likely plays an antitumoral role via promotion of CD4+ T cells (Liu et al. 2017) but a link with skin pigmentation has not been established.

Out of the 505 pigmentation-associated genes, 9 are differentially expressed. Along with *OCA2*, *RECQL4* (RECQ Like Helicase 4), *BNC2* (Basonucline 2), *WNT5A* (Wnt Family Member 5A), and *LEF1* (Lymphoid Enhancer Binding Factor 1) are downregulated, whereas *MITF* (Microphthalmia-associated transcription factor)*, TYRP1* (Tyrosinase-related protein 1), *DDT* (D-Dopachrome Tautomerase), *HSPA8* (Heat Shock Protein Family A member 8), and *MLANA* (Melan-A) are upregulated in Hypome 3 embryonic skin (Fig. 5e, Supplementary Fig. 7c in Supplementary File 1). *BNC2* encodes a zinc finger protein associated with melanogenesis in humans (Jacobs et al. 2013) and plays an essential role for pigment cell development in zebrafish. It promotes melanophore and xanthophore development through the upregulation of *KITLGA*, *CSF1A,* and *CSF1B*, and of iridophores through a yet unknown process (Patterson and Parichy 2013). The ligand WNT5A prevents melanocyte proliferation in mammals (Zhang et al. 2013; Hong et al. 2025) and could participate in the Wnt signaling of pigment cells in the neural crest (Dorsky et al. 1998; Jin et al. 2001), although it has not been directly linked to this process. *RECQL4* is involved in iridophore development in the mimic poison frog (Rubio et al. 2024), whereas mutations in humans lead to the Rothmund–Thomson syndrome characterized by skin pigmentation defects, hinting at a potential role in melanogenesis (Lu et al. 2017). The transcription factor LEF1 regulates the expression of the melanin-producing enzyme TYR (Wang et al. 2015) and could also play a role in chromatophore differentiation in the neural crest via the activation of MITF (Dorsky et al. 2000). Among the upregulated genes, MITF is a transcription factor involved in chromatophore differentiation (Korzeniwsky et al. 2025) and more particularly in reptiles in the differentiation of melanophores and xanthophores (Ullate-Agote and Tzika 2021; Tzika 2024). It is also known to regulate the expression of melanogenesis enzymes, such as TYR, TYRP1, and DCT (Goding and Arnheiter 2019). TYRP1 and DDT participate in melanin synthesis (Odh et al. 1993; Cheli et al. 2010), and MLANA is involved in melanosome biogenesis and is essential for the proper function of tyrosinase through helping its folding, trafficking, and stability (De Maziere et al. 2002). The role of HSPA8 in pigmentation has not been fully uncovered, but it has been linked to color adaptation at different temperatures (Kulkeaw et al. 2011). Overall, the associated differential expression of these genes suggests that: (i) the differentiation of melanophores is impacted possibly resulting in a decrease of their number and (ii) the expression of melanogenesis factors is increased in the melanophores still present.

### Melanosomes are abnormal in hypomelanistic squamate morphs

To elucidate the impact of each mutation on the melanophores of the 4 hypomelanistic morphs, we prepared semi-thin sections from the dorsal skin of adults for transmission electron microscopy (Fig. 6). In the Hypomelanistic corn snake, the melanosomes have a similar shape and size as those found in the wild-type but most of them appear at an early stage of maturation (Fig. 6, a and b). Indeed, in a single section of a hypomelanistic melanophore, we observe 48% of early-stage melanosomes, compared to 2.4% for the wild-type. Although the area imaged with electron microscopy is very small to make conclusions for the entire tissue, we noted that melanophores were sparse in the samples observed. In Hypome 1 leopard geckos (Fig. 6d), we found both enlarged and reduced melanosomes, compared to the wild-type (Fig. 6c), with most of the small melanosomes being at an early stage of maturation. We hypothesize that a regulatory mutation in *TYR* is responsible for the hypomelanistic phenotype in corn snakes and we identified a missense mutation in the same gene as responsible for the Hypome 1 phenotype in leopard geckos. If our hypothesis is correct, the differences in melanosome structure between the 2 morphs could be due to the type of mutations, as well as the differential expression of other pigmentation-associated genes in each species.

**Fig. 6.**
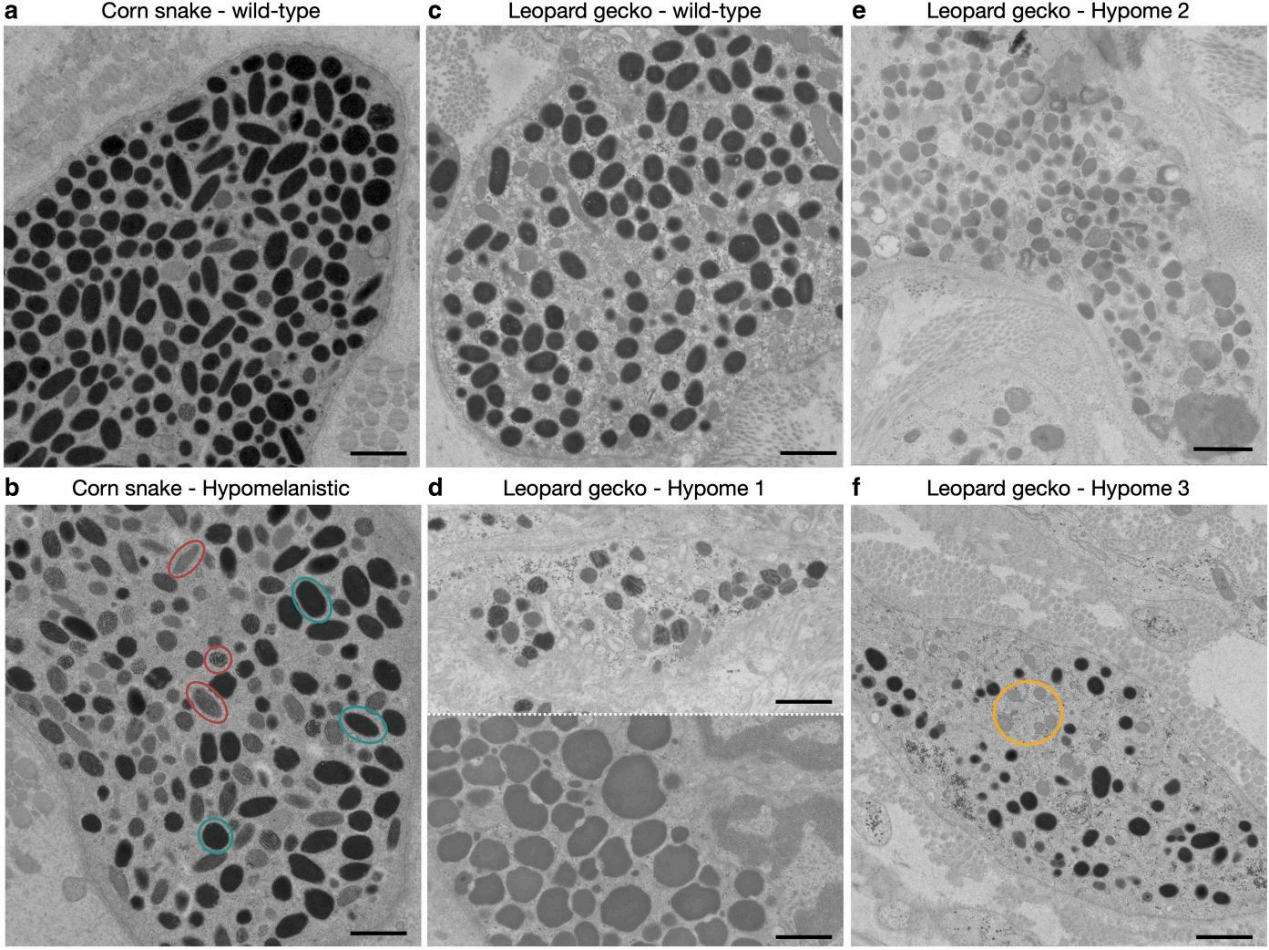
Abnormal melanogenesis in 4 hypomelanistic morphs. Transmission electron microscopy images of melanophores from wild-type (a) and hypomelanistic (b) corn snakes and from wild-type (c), Hypome 1 (d), Hypome 2 (e), and Hypome 3 (f) leopard geckos. In Hypome 1 leopard gecko (d), we observe both small melanosomes at an early stage of maturation (top panel) and enlarged mature ones (bottom panel). Cyan and red circles in (a) highlight mature and early-stage melanosomes, respectively. The orange circle in (f) encloses endosomes that are likely modified melanosomes. Scale bars: 1 μm.

In Hypome 2 leopard geckos, the shape and size of melanosomes is heavily impacted, but the maturation process is not affected as the melanosomes appear fully melanized (Fig. 6e). For this morph, we identified a disruptive mutation in *SLC24A5*, which codes for NCKX5, a potassium-dependent sodium-calcium exchanger potentially situated on the mitochondrial membrane. It is thought to regulate melanosomal Ca^2+^ homeostasis and subsequently the formation of PMEL fibrils and the maturation of the melanosomes (Zhang et al. 2019). In cultured melanocytes, knocking down *SLC24A5* disrupts melanogenesis but this does not seem to be the case in Hypome 2, where melanin is produced and the melanosome morphology is primarily impacted. In Hypome 3 leopard geckos, the melanosome shape and size are abnormal, and their number seems to be reduced within the observed melanophores (Fig. 6f). Based on the amelanistic phenotype of other vertebrate *OCA2* mutants, one would expect to primarily find early-stage melanosomes, but this is not the case in Hypome 3. Note that in amelanistic corn snakes that also carry a disruptive *OCA2* mutation, melanophores are difficult to identify in the absence of mature melanosomes and only a few cells contain potentially early-stage melanosomes (Supplementary Fig. 8 in Supplementary File 1).

## Discussion

Hypomelanism and amelanism have been extensively studied in mammals, in particular the impact of mutations on human and mouse skin pigmentation and the associated diseases and syndromes. Comprehensive studies on other vertebrate lineages highlight mostly the involvement of the same key factors but lack precision on the exact role of these elements in each lineage and how their disruption or dysregulation affects the melanophore differentiation and maturation. In this context, we undertook the genetic characterization of 4 hypomelanistic squamate morphs, 1 for the corn snake and 3 for the leopard gecko. We identified candidate mutations in 3 genes with known function in pigmentation: (i) *TYR* encoding tyrosinase, an essential enzyme for melanin synthesis, for Hypomelanistic corn snakes and Hypome 1 leopard geckos, (ii) *SLC24A5* encoding NCKX5, an ion exchanger that regulates the PMEL fibril formation for Hypome 2, and (iii) *OCA2* encoding the P protein, a transmembrane transporter for tyrosine for Hypome 3 (Table 2). With our transcriptomic and imaging analyses, we aimed at elucidating the impact of these mutations. In addition to the proposed mutations for the 3 hypomelanistic leopard gecko morphs affecting the protein sequence, cis-regulatory may also contribute to the observed phenotypes. Functional analyses are needed to establish whether the proposed mutations are causative.

**Table 2.** Summary of the morphs, the candidate mutations, and the differentially expressed pigmentation-related genes.

	Hypomelanistic corn snake	Hypome 1 leopard gecko	Hypome 2 leopard gecko	Hypome 3 leopard gecko
Pet trade name	Hypomelanistic	Tremper albino	Rainwater albino	Bell albino
Alleles	*m^h^*	*m^h1^*	*m^h2^*	*m^h3^*
Candidate gene	regulatory mutation *TYR*↓	missense mutation *TYR*	disruptive mutation *SLC24A5*↓	disruptive mutation *OCA2*↓
Differentially expressed pigmentation-related genes	*BACE2*↓, *SYTL2*↓, *DDT-like*↑	*MYO7A*↑, *AP1S3*↑, *CTSD*↑, *APOE*↓, *SULF1*↓, *LEF1*↓, *EDNRB*↓, *XDH*↑	none	*RECQL4*↓, *BNC2*↓, *WNT5A*↓, *LEF1*↓, *MITF*↑, *TYRP1*↑, *DDT*↑, *HSPA8*↑, *MLANA*↑

The arrows next to the gene names indicate up- and downregulated genes in the homozygous mutants.

Using transmission electron microscopy, we investigated the impact of the mutations on the subcellular morphology of melanosomes. As a result of the downregulation of *TYR* in hypomelanistic snakes, the maturation of melanosomes is impacted, with early-stage melanosomes present in adult tissue. By compiling a melanogenesis-related set of 505 genes, we could interrogate our transcriptomic data and identify 3 additional dysregulated genes in the hypomelanistic embryonic skin that primarily play a role in melanin synthesis and proper melanosome biogenesis. For the Hypome 1 leopard gecko, we propose that a missense mutation in *TYR* is associated with the phenotype. In the subcellular level, not only the maturation but also the shape and size of the melanosomes is impacted. The mutated *TYR* might not be solely responsible for this abnormal phenotype. Indeed, our transcriptomic analyses reveal that additional pigmentation-related genes are dysregulated, affecting melanin production, melanosome motility, and melanophore migration. This implies that the number of melanophores could also be impacted. In Hypome 2, the disruption of *SLC24A5* primarily impacts the shape of the melanosomes. As no other pigmentation-related gene appears dysregulated, we hypothesize that the main function of NCKX5 in leopard geckos is linked to proper melanosome formation. In Hypome 3, the *OCA2* disruption translates to a truncated P protein and several genes involved in melanin synthesis and melanophore differentiation are differentially expressed. This could explain the presence of premature melanosomes in the adult tissue that maintain their proper shape and implies a reduced number of melanophores. The subcellular phenotype matches observations in zebrafish *OCA2* mutants (Beirl et al. 2014), where the number of melanophores decreases as also suggested by our transcriptomic analyses. In contrast, corn snake *OCA2* mutants are amelanistic and their melanophores cannot be identified with confidence in the absence of mature melanosomes.

Gamble et al. (2006) showed that tyrosinase is active in the adult skin of the 3 hypomelanistic leopard gecko morphs discussed here by performing a DOPA test. This observation agrees with our findings. In Hypome 1, the single amino acid substitution is more likely to alter the enzyme's efficiency than to disrupt its function. In the other 2 morphs, the tyrosinase is intact. Brown et al. (Brown et al. 2022) suggested that missense mutations in *TYR* and disruption of *OCA2* are responsible for 2 albino phenotypes in ball pythons. The *TYR* missense mutations in Albino ball pythons are near the mutated site of Hypome 1 leopard geckos, providing further support to our findings. Ball python *TYR* mutants have a paler pigmentation than the *OCA2* mutants. This is the case for Hypome 1 when compared to Hypome 3, the 2 leopard gecko morphs with *TYR* and *OCA2* mutations, respectively. Our study relies on developmental stages for the transcriptomic analyses and the adult stage for the imaging. We previously described the dynamic behavior of chromatophores in the leopard gecko skin as the animals mature from hatchlings with transverse bands to adults with a spotted pattern (Ullate-Agote and Tzika 2024). A systematic analysis of this ontogenetic change is necessary to understand how each mutation potentially impacts the mobility of melanophores during this dynamic phase.

Our findings demonstrate that similar mutations can result in different skin pigmentation phenotypes in different species, highlighting the modularity of the melanogenesis process. Through the integration of genomic, transcriptomic, and imaging analyses, we emphasize the importance of investigating how macroscopic traits, such as overall skin pigmentation, relate to the subcellular structure of chromatophores. Furthermore, associated changes in the expression levels of other pigmentation-related genes may play a crucial role in shaping the final phenotype. Causative mutations are often regarded as solely responsible for the phenotypic alterations observed, yet these mutations might cause a more generalized misregulation of the chromatophore biology. When comparing different morphs, commonalities can be detected. For example, *LEF1*, an enhancer of *TYR* activity and chromatophore differentiation, is downregulated in both Hypome 1 and Hypome 3. Thus, disrupted melanogenesis might impact chromatophore differentiation as well. On the other hand, we can speculate that the upregulation of *DDT* in Hypomelanistic corn snakes and Hypome 3 leopard geckos could compensate for the defects in melanin production. Overall, these multifactorial interactions can enhance our understanding of the functions and synergies among the different pigmentation elements that collectively produce skin colors and patterns.

## Supplementary Material

iyaf236_Supplementary_Data

## Data Availability

The datasets generated and analyzed in the current study are available in NCBI: Hypomelanistic corn snake genomic sequencing PRJNA1224566 and RNA-Seq GSE289621; Hypome1, Hypome2, and Hypome3 leopard gecko genomic sequencing PRJNA1225496 and RNA-Seq GSE289890. The LiftOn annotation of the leopard gecko genome (NCBI accession GCA_050574515.1) is available on Yareta: https://doi.org/10.26037/yareta:p7pj6gc3w5bepjq7ysjyxd3piy. Supplemental material available at GENETICS online. Supplementary figures are available in Supplementary File 1, and the Supplementary tables are in Supplementary File 2. Protein sequence alignments are provided in Supplementary File 3.

# Supplementary material for: Candidate genes underlying hypomelanistic morphs in squamate reptiles
**Source:** Genetics. 2025 Nov 3;232(1):iyaf236. doi: 10.1093/genetics/iyaf236
**Supplement:** iyaf236_Supplementary_Data

# Candidate genes underlying hypomelanistic morphs in squamate reptiles

Pierre Beaudier<sup>1</sup>, Asier Ullate-Agote<sup>1,2</sup>, Athanasia C. Tzika<sup>1\*</sup>

## Supporting information

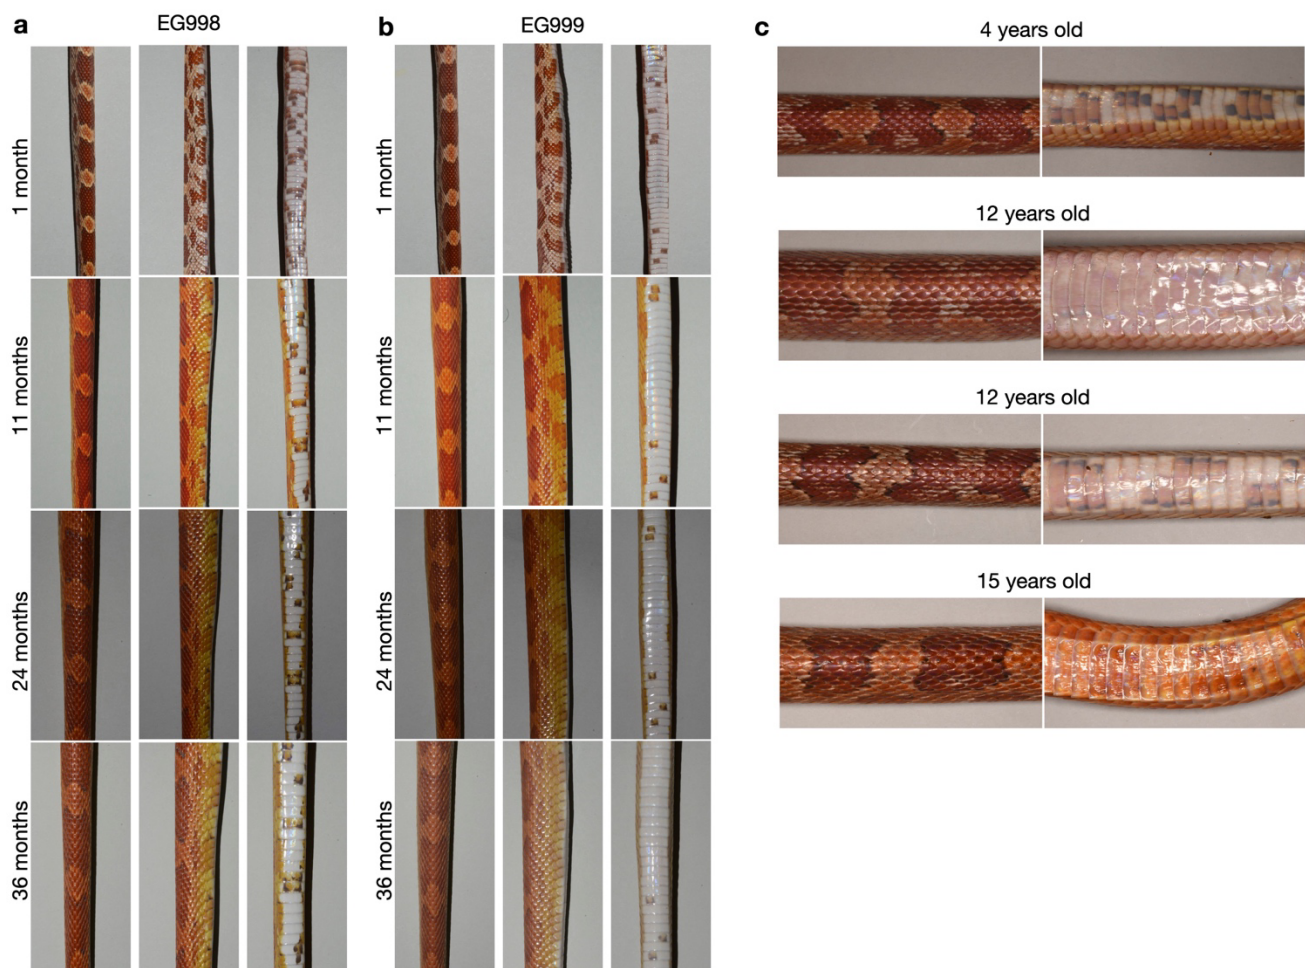

**Supplementary Figure 1. Imaging of Hypomelanistic corn snakes. a,b)** Photos of the dorsal, lateral, and ventral side from the posterior part of the body (near the cloaca) of two Hypomelanistic individuals at four time points post hatching. **c)** Colour variation in four Hypomelanistic corn snakes of four to fifteen years old.

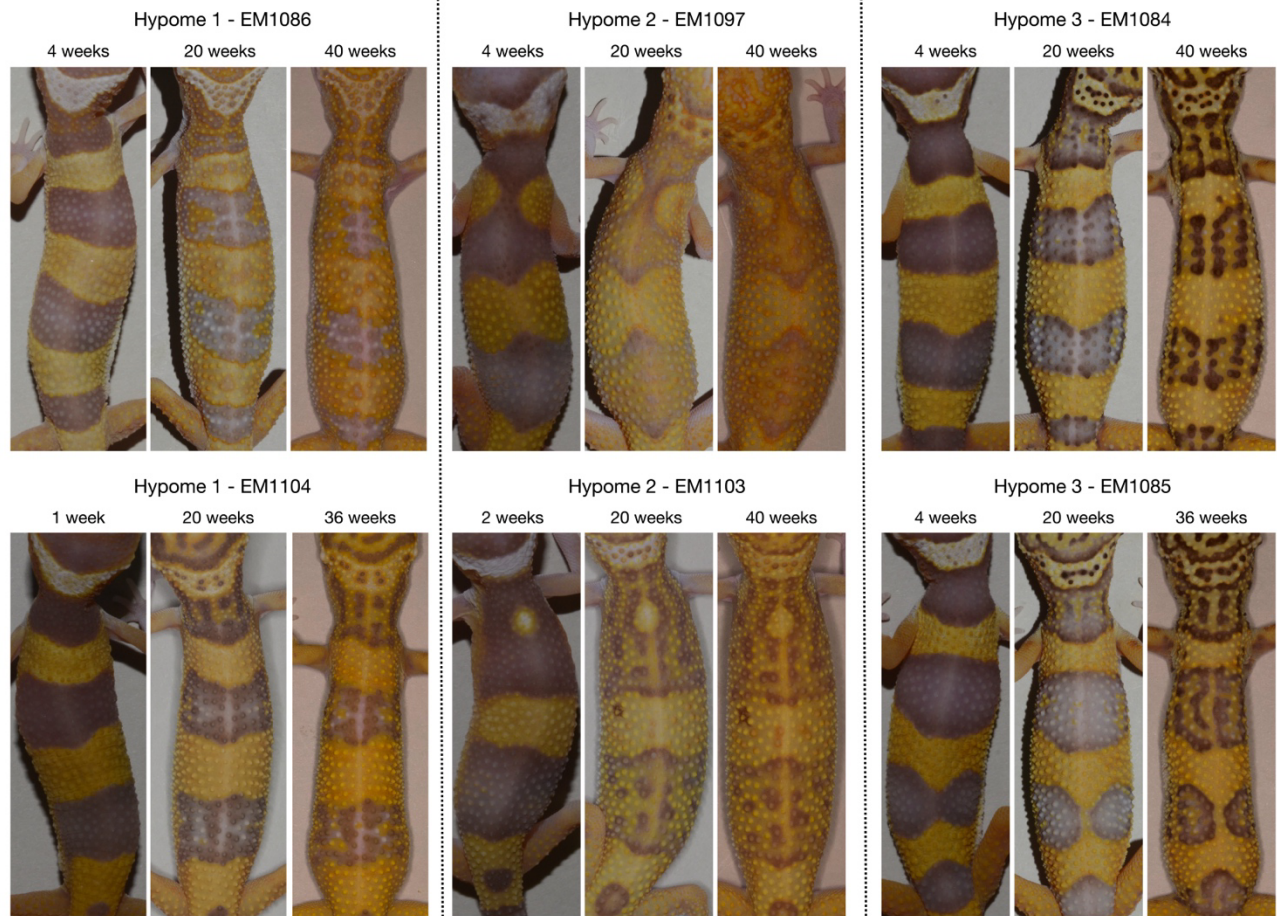

18

19 **Supplementary Figure 2. Imaging of hypomelanistic leopard geckos.** Dorsal side photos of the dorsal side of two Hypome  
 20 1, two Hypome 2 and two Hypome 3 leopard geckos at three time points post hatching.

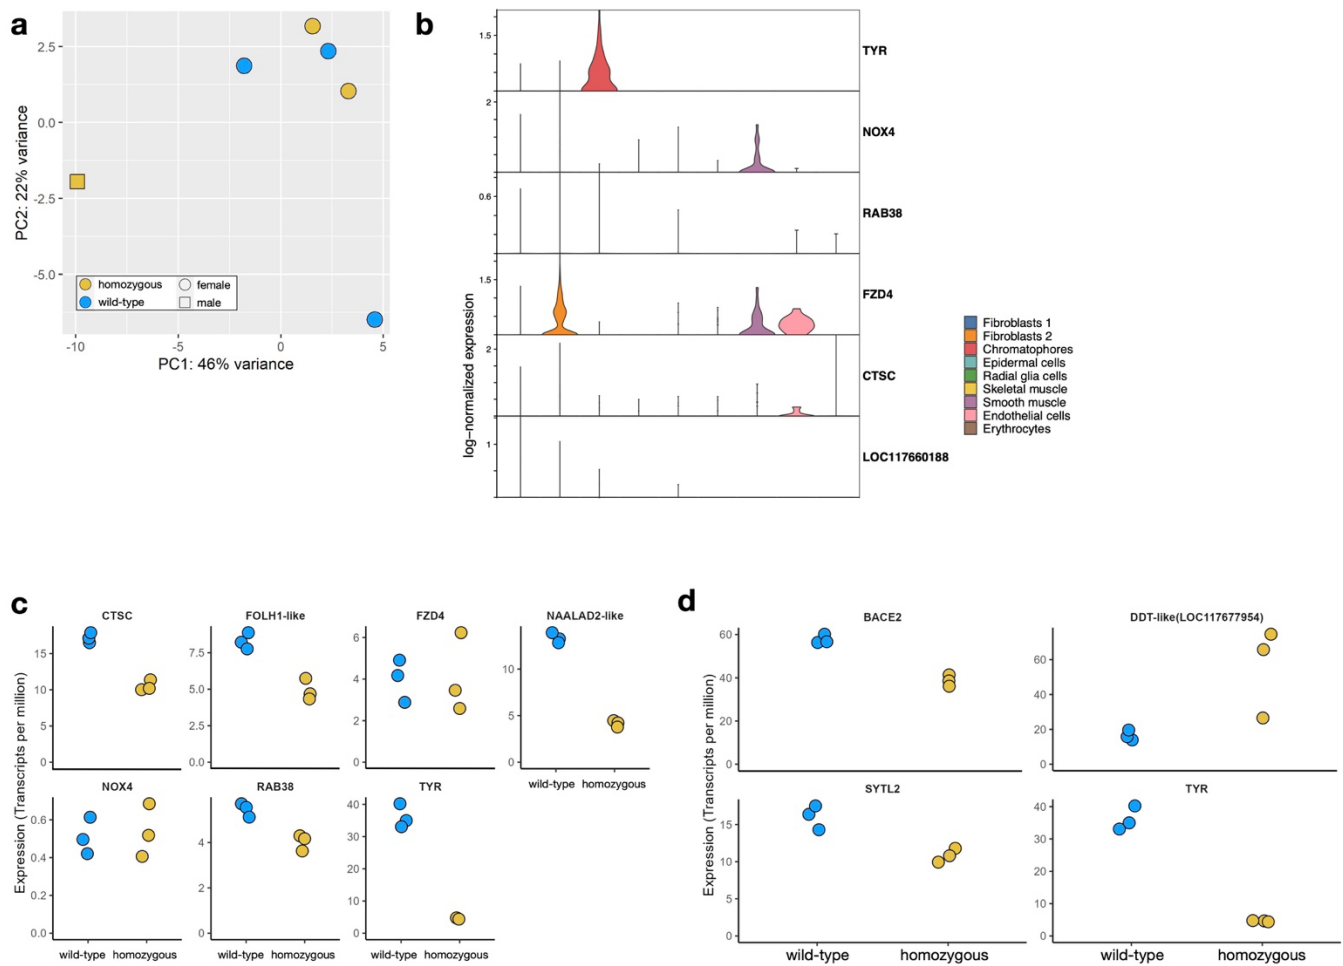

**Supplementary Figure 3. Bulk RNA-seq differential expression analyses for Hypomelanistic corn snakes.** **a)** Principal component analysis of the six RNA-seq samples. **b)** Violin plot of the log-normalised expression levels of genes in the Hypomelanistic interval and differentially expressed in Hypomelanistic samples in dorsal skin cells from an embryo at embryonic day E25 when no melanin is visible. **c)** Transcripts per million detected for four genes located in the Hypomelanistic corn snake interval. **d)** Transcripts per million detected for four melanogenesis-related genes in wild-type and homozygous samples.

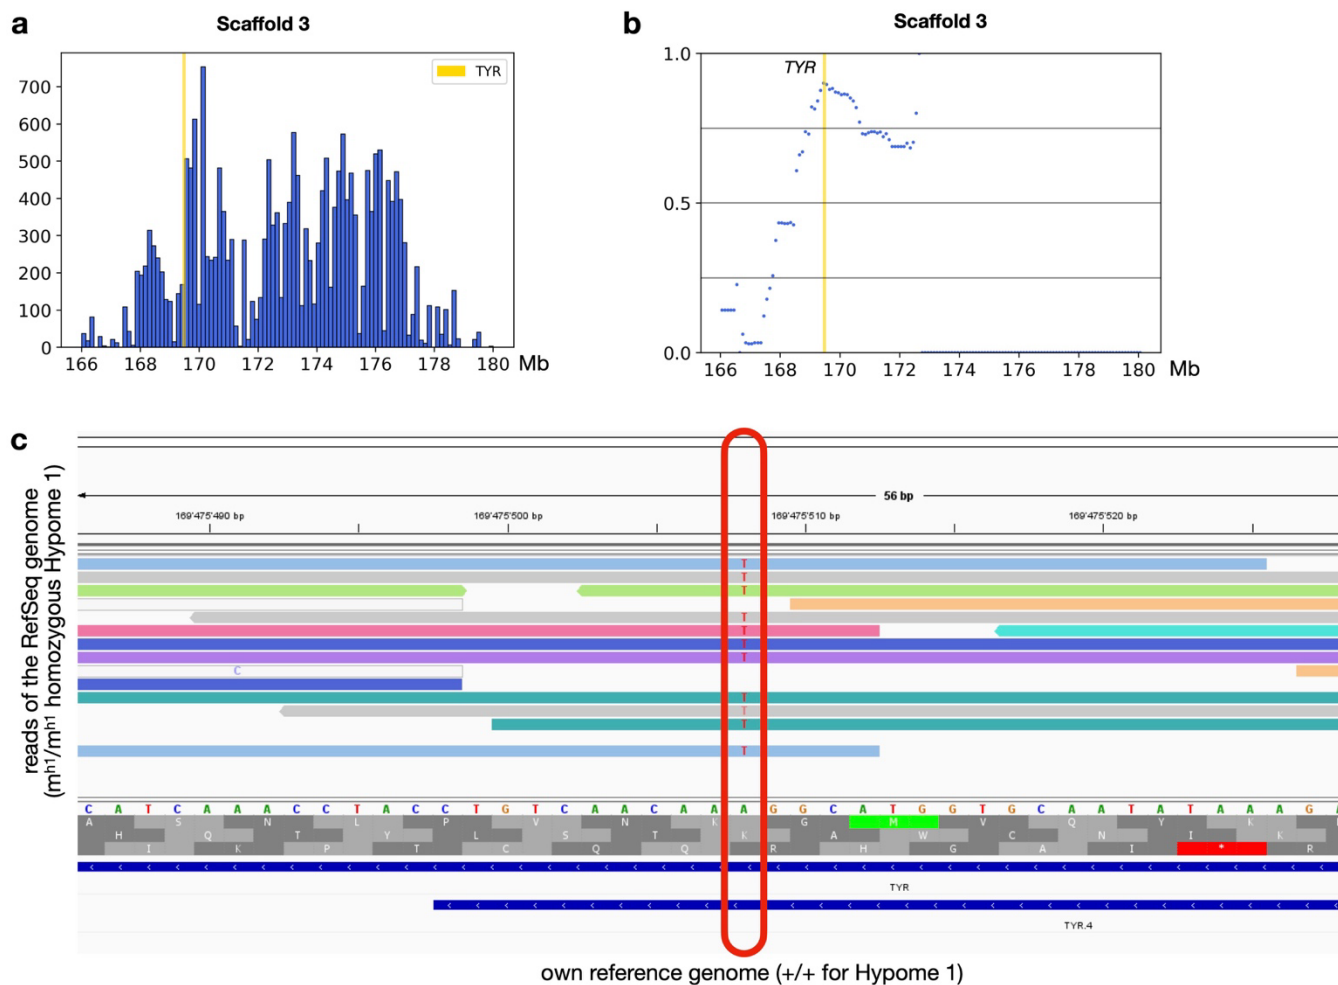

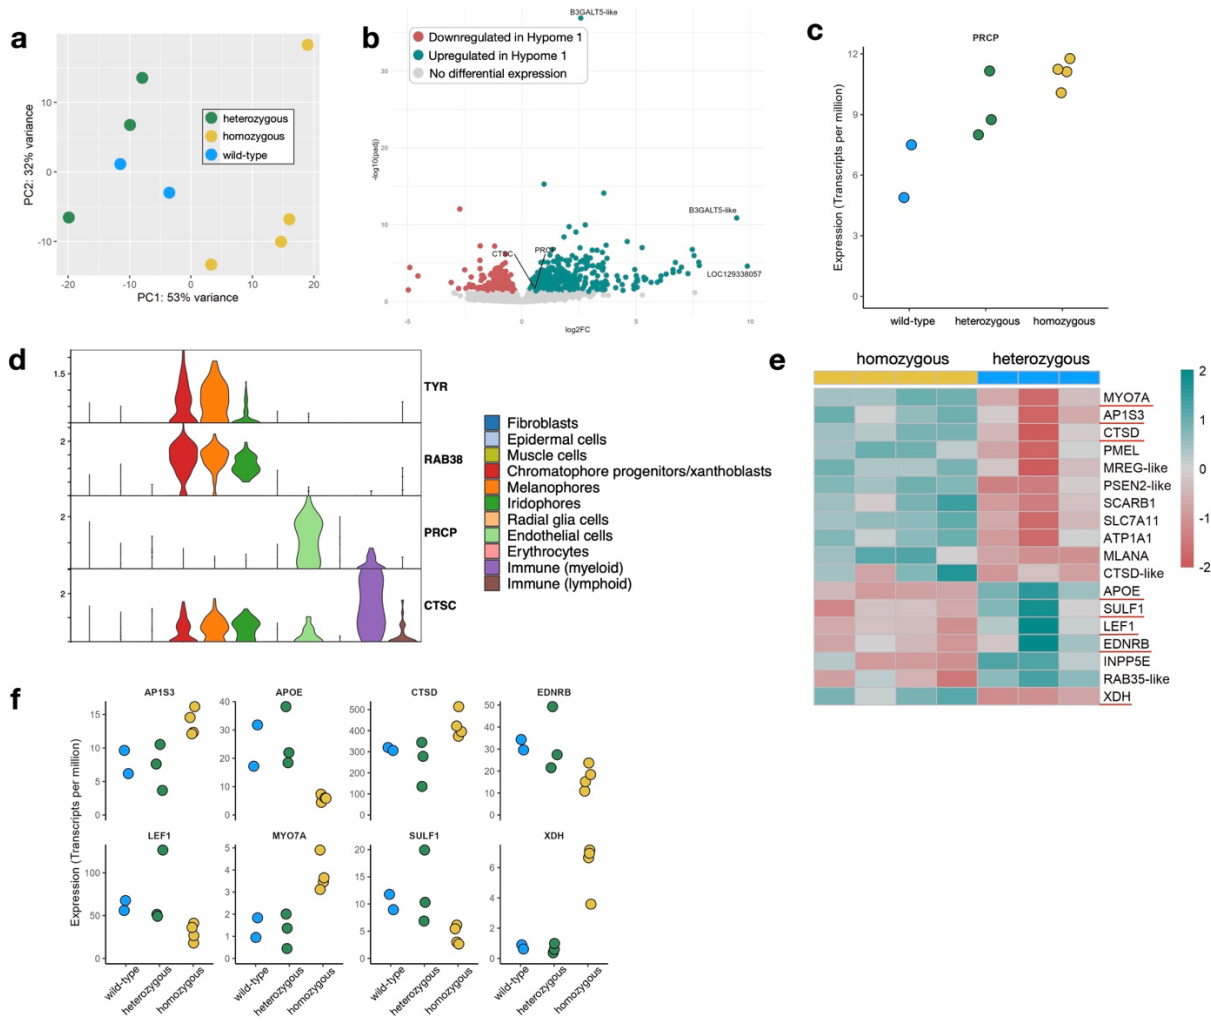

**Supplementary Figure 5. Transcriptomic analyses for the Hypome 1 leopard gecko morph.** **a)** Principal component analysis of the nine RNA-seq samples. **b)** Volcano plot depicting statistically significant gene expression changes between heterozygous and homozygous Hypome 1 embryonic dorsal skin samples in terms of log2 fold-change (x-axis) and negative log10 of  $p$  value (y-axis). In cyan, the genes significantly upregulated in Hypome 1 and in red, the ones significantly downregulated (cut-off adjusted  $p$  value: 0.05). We label the two genes located in the genomic interval. **c)** Transcripts per million detected for *PRCP*. **d)** Violin plot of the log-normalised expression levels of *TYR*, *RAB38*, *PRCP*, and *CTSC* in dorsal skin cells from an embryo at developmental stage 40 when melanin production initiates. **e)** Heatmap of differentially expressed genes in Hypome 1 samples (versus heterozygous) which are associated with melanogenesis. Underlined in red the common genes with the homozygous vs wild-type comparison. Note that *CTSD* and *CTSD-like* are located on different chromosomes and their protein sequence identity is 51%. **f)** Transcripts per million detected for eight melanogenesis-related genes in wild-type, heterozygous and homozygous Hypome 1 samples.

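The TPM values of Supplementary Fig. 5c were recomputed by dividing each count by the gene's length in the count table and scaling each library to the same sum. *PRCP* had 6.19 ± 1.84 TPM (SD, n = 2) in the wild-type, between 7.99 and 11.2 in the heterozygous and 11.1 ± 0.707 (SD, n = 4) in the homozygous samples. The highest heterozygous sample, at 11.2, lay above the lowest homozygous sample, at 10.1, so these genotypes overlapped on this scale. Supplementary Fig. 5d shows single-cell data, which were not used here.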

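The heatmap of Supplementary Fig. 5e holds 10 genes that Fig. 3f does not. In edgeR's fit, 8 of them were higher and 2 lower in the homozygous than in the heterozygous samples. The largest decrease was that of *INPP5E*, with a log2 fold change of −0.59 (standard error 0.20), and the largest increase that of *SCARB1*, from 33.5 ± 12.2 (SD, n = 3) to 89.1 ± 33.5 CPM (SD, n = 4). Their adjusted p ran from 0.0904 to 0.173 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 10 had an unadjusted p under 0.05. As the paper selected them on the same libraries, this is no independent evidence for these genes. DESeq2's Wald test on only the libraries of these genotypes called 9 of them. *CTSD-like* (*LOC129338911*) lies on Scaffold 12 from 57314136 to 57343728, and its homozygous samples, at 8.22 ± 4.54 CPM (SD, n = 4), overlapped the heterozygous ones, at 3.13 ± 0.966 (SD, n = 3). *CTSD* had 904 ± 126 CPM (SD, n = 4) in the homozygous and 444 ± 203 (SD, n = 3) in the heterozygous samples. For *INPP5E*, homozygous replicate 2 had 37.8 CPM, and the other 3 homozygous samples 26.0 to 27.5.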

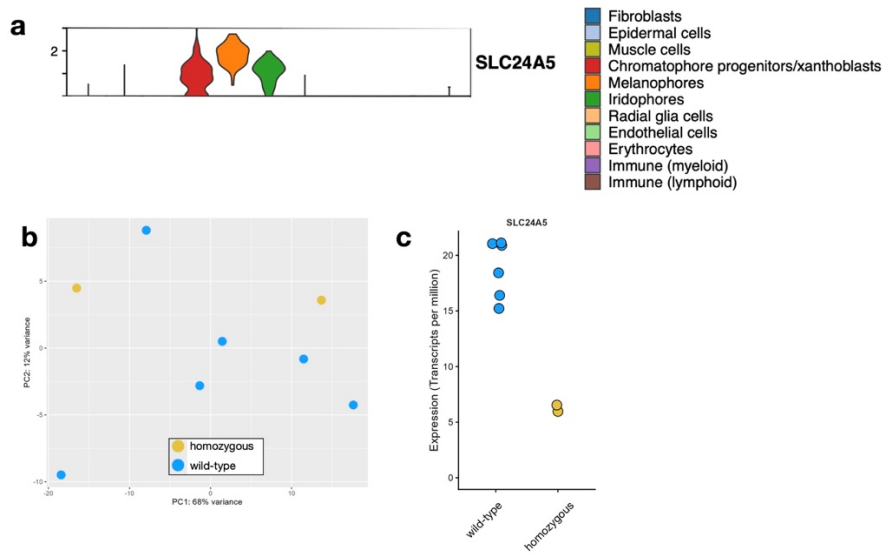

47

48 **Supplementary Figure 6. Bulk RNA-seq differential expression analyses for Hypome 2 leopard geckos. a)** Violin plot of  
 49 the log-normalized expression levels of *SLC24A5* in dorsal skin cells from an embryo at developmental stage 40 when melanin  
 50 production initiates. **b)** Principal component analysis of the eight RNA-seq samples. **c)** Transcripts per million detected for  
 51 *SLC24A5* in wild-type and homozygous samples.

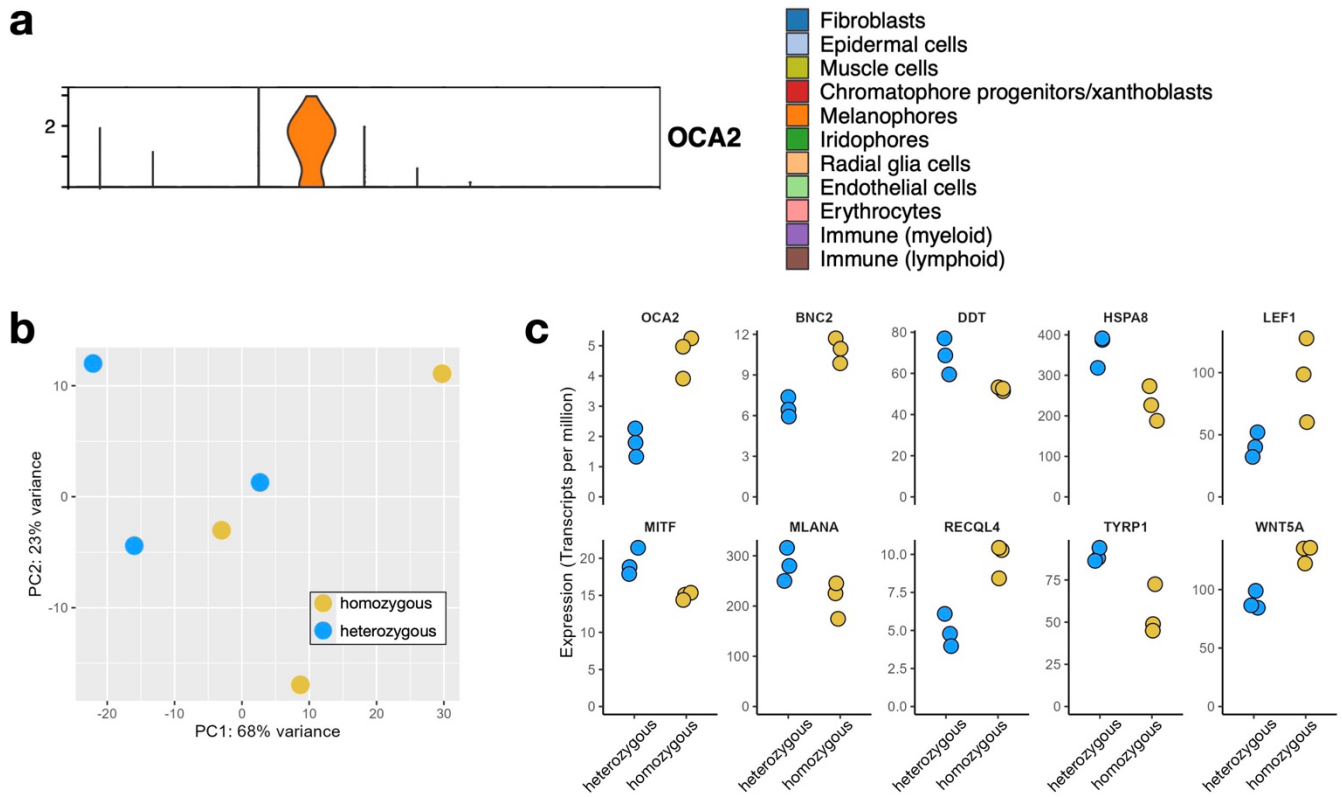

52

53 **Supplementary Figure 7. Bulk RNA-seq differential expression analyses for Hypome 3 leopard geckos. a)** Violin plot of  
 54 the log-normalised expression levels of *OCA2* in dorsal skin cells from an embryo at developmental stage 40 when melanin  
 55 production initiates. **b)** Principal component analysis of the six RNA-seq samples. **c)** Transcripts per million detected for ten  
 56 melanogenesis-related genes in heterozygous and homozygous samples.

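TPM values express a gene's counts per unit of its length as a part of all such values of a library. In the 3 Hypome 3 libraries labelled heterozygous, *OCA2*, on Scaffold 3 from 55013862 to 55276168 with 23 annotated exons, had 4.71 ± 0.704 TPM (SD, n = 3). *LEF1* had 95.5 ± 33.9 (SD, n = 3) and *TYRP1* 55.4 ± 14.9 (SD, n = 3) TPM. *MITF*, at 14.9 ± 0.502 (SD, n = 3), varied less between these libraries, and *MLANA* had 215 ± 36.5 TPM (SD, n = 3). *BNC2* and *RECQL4* had 10.8 ± 0.929 and 9.71 ± 1.12 TPM (SD, n = 3 each).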

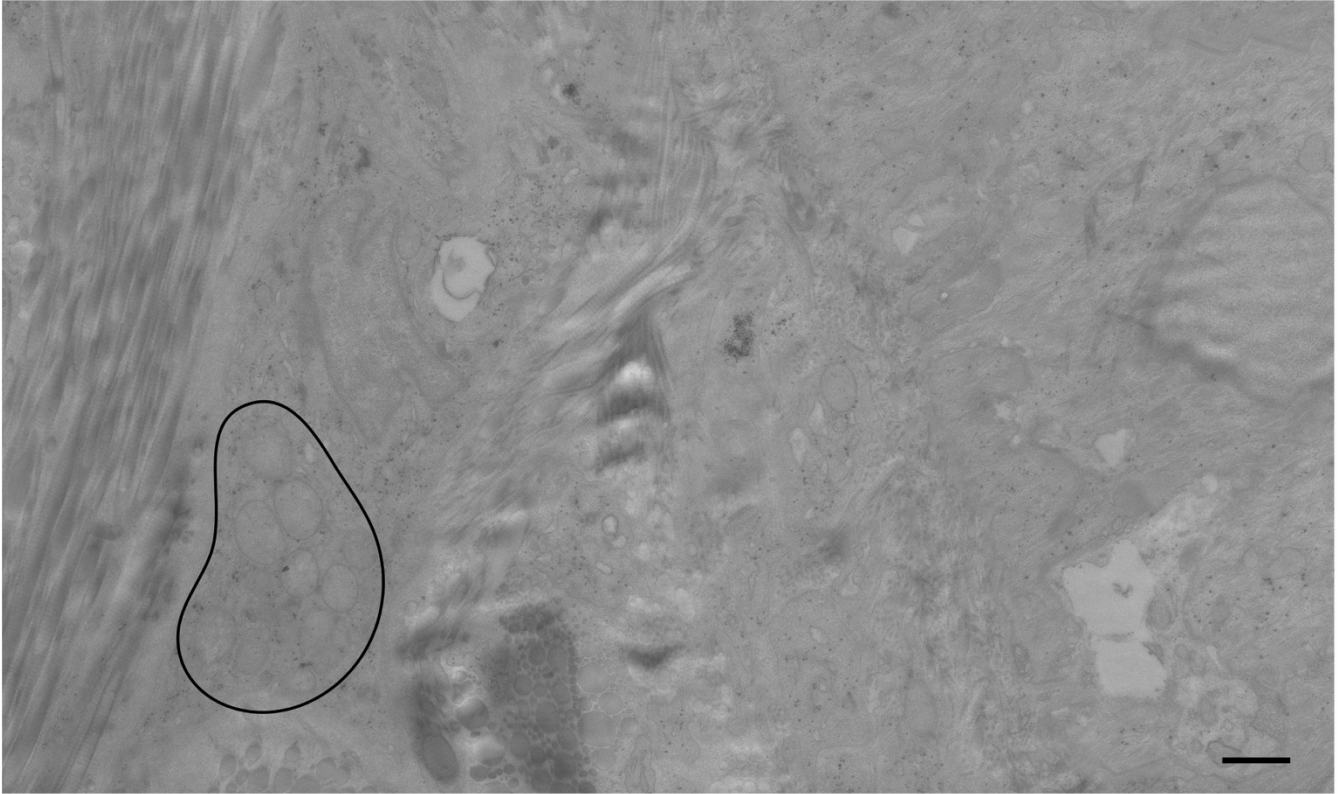

57

58 **Supplementary Figure 8. Semi-thin section of dorsal skin from an Amelanistic corn snake.** In a few dermal cells, we  
59 observe vesicles that appear empty (no striations, no melanin accumulated) that could correspond to melanosomes (black  
60 circle). No cells with early-stage or mature melanosomes could be seen. Scale bar: 1  $\mu\text{m}$ .

How the deposited data were processed for this re-analysis (not part of the article)

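Bulk RNA sequencing of the dorsal skin of leopard gecko embryos was used for Hypome 1, with 2 wild-type, 3 heterozygous and 4 homozygous libraries, and for Hypome 3, with 3 libraries labelled heterozygous. The values in both tables are counts that the authors deposited without normalization. The authors aligned the reads to their own assembly with STAR, lifted the RefSeq annotation over with LiftOn, and counted uniquely mapped paired-end reads per gene with featureCounts. The strand setting of the counting is not stated, so counts of genes that overlap on either strand are uncertain. Each table also gives the coordinates and the length of each gene.

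The Hypome 1 libraries held 32455975 to 52017277 counts and the Hypome 3 libraries labelled heterozygous 16826633 to 21208295 counts, on 22064 genes. *NEB* is broken over 5 lines in both tables and was left out. Between 57.8% and 65.5% of the Hypome 1 counts from 10 to 2000 were even numbers, against 49.9% to 50.0% in the Hypome 3 libraries. The counts were analysed as deposited, and halved counts were tried as an alternative.

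Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filter with a minimum count of 10 and a minimum total count of 15, which left 16751 genes. Libraries were normalized with the TMM method, and 1 quasi-likelihood model with a mean per genotype was fitted to all 9 Hypome 1 libraries. Homozygous and wild-type, homozygous and heterozygous, and heterozygous and wild-type samples were compared with 2-sided tests and Benjamini-Hochberg adjustment over the genes tested, at an adjusted p under 0.05. The model had 6 residual and a median of 3.91 prior degrees of freedom, and the common biological coefficient of variation was 0.301. Standard errors were derived from the log2 fold change and its F statistic. Single genes were also compared with exact permutation tests, 2-sided, on the difference of the mean log2 CPM with 0.1 added, and the smallest p these can give is 0.0667 for 2 samples against 4. Groups whose libraries are all at or under 3 counts were set to 3 counts for a fold, which is then a lower bound.

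The fit was tested on simulated data with a fixed seed, in which 200 genes were changed in the homozygous libraries, 100 of them by a log2 value of 1 and 100 by 2. Between homozygous and wild-type libraries edgeR recovered 28% of the smaller and 83% of the larger changes, and between homozygous and heterozygous libraries 46% and 89%. DESeq2 1.42.0 recovered 56% and 88%, and 77% and 93%.

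The principal component analysis used DESeq2's variance stabilizing transformation and the 500 most variable genes. TPM values were computed from the counts and gene lengths. Permutations, Fisher's exact tests and marker lists were computed in Python 3.11 with scipy 1.17.1 and pandas 2.3.3. Marker lists were scored as the mean log2 CPM over their genes, each centred across libraries, and their median log2 fold change was compared with 10000 random lists matched in 20 bins of expression.

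Named genes are those that the paper names as differentially expressed, as lying in the mapped interval or as candidates, in its text, Table 2, Figs. 3 and 5 and Supplementary Figs. 5 and 7, and the 3 largest increases and 3 largest decreases among the genes that passed the threshold in a comparison with the homozygous samples and whose groups do not overlap. Genes named outside this rule are said to be so, and 1 gene that the rule includes is not reported here. The pigmentation-associated list is that of Supplementary Table 6.

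The alternatives were DESeq2's Wald test on the 9 libraries and on only the groups compared, edgeR on only the groups compared, DESeq2's size factors, no filter, at least 10 counts in every library, the replicate number as a block, the RNA integrity number as a covariate, the year as a factor, only libraries with an integrity number of at least 7, and each library left out in turn. They were set before the data were examined. Halved counts, alone and with DESeq2's test on only the groups compared, were added after the data were seen. The year was read from the library names of Supplementary Table 4, and years and integrity numbers were joined to libraries by replicate number.

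The 3 Hypome 3 columns named as wild-type match no sample of the paper by name and were not used, so the genotypes of Hypome 3 were not compared. Hypome 2, the corn snake and the single-cell data were not analysed here.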

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

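The tests of RNA integrity, year and normalization below were chosen after the results were seen.

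*AHRR* is not discussed in the text of the paper, but its Supplementary Table 9 lists the gene with a log2 fold change of −3.12 against the wild-type. Here it was lower in the homozygous samples, with a log2 fold change of −3.04 against the wild-type and −2.63 against the heterozygous samples, in 4 of 4 homozygous samples each. Lower RNA integrity of homozygous replicates 1 and 4 was tested by leaving out the libraries with an integrity number under 7, which gave −3.13 against the wild-type. That setting relies on the uncertain join by replicate number. However, all 4 homozygous libraries had only 24 to 30 *AHRR* counts, so those of higher integrity, whichever they are, showed the decrease too. RNA integrity therefore did not account for the size of the decrease. With the year as a factor the value was −3.03, but wild-type and homozygous libraries are spread evenly over the same years. That fit could therefore hardly move the value and does not test the year. With DESeq2's size factors the log2 fold change was −3.05. These factors scale the libraries almost as the TMM method does, so this setting does not test normalization. Before any normalization, *AHRR* had 24 to 30 counts in the homozygous and 189 and 334 in the wild-type libraries, and the TMM factors ran from 0.780 to 1.08, too narrow a range to give a decrease of this size. Against the wild-type the adjusted p rose above 0.05 with only the libraries of the higher integrity, in edgeR's fit of only the groups compared and with the replicate block. Against the heterozygous samples edgeR's adjusted p was 0.0760 with only the libraries of the higher integrity and 0.686 with the year as a factor. It was also above 0.05 with the integrity number as a covariate and with the replicate block. The same held without heterozygous replicate 1 or 2 or homozygous replicate 2 or 4. Over all alternatives the adjusted p ranged from 8.48e-18 to 0.386 against the wild-type and from 4.05e-16 to 0.686 against the heterozygous samples. A sequence variant that lowers the mapping of *AHRR* reads in homozygous animals was not tested.

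*NES* and *TMEM268* are not discussed in the text of the paper either, but Supplementary Table 9 lists both, with log2 fold changes of −0.76 and 1.68 against the wild-type. Against the heterozygous samples the log2 fold change of *NES* was −1.19 and that of *TMEM268* 2.06, in 4 of 4 homozygous samples each. Against the wild-type samples the values were −0.75 and 1.65, with adjusted p of 0.337 and 0.236 from edgeR's quasi-likelihood test. The heterozygous samples differed from the wild-type by 0.44 for *NES* (unadjusted p = 0.0404 from edgeR) and −0.41 for *TMEM268*. Part of each change is therefore a shift of the heterozygous samples. With only the libraries of an integrity number of at least 7 the log2 fold changes against the heterozygous samples were −1.09 and 1.86, and with the year as a factor −1.08 and 2.09. Their sizes therefore changed little, but neither passed the threshold in these settings, with the integrity number as a covariate or in edgeR's fit of only the groups compared, and the adjusted p ranged over the alternatives from 3.47e-08 to 0.999 for *NES* and from 1.78e-11 to 0.999 for *TMEM268*. As 2022 holds only heterozygous libraries, the year and the genotype cannot be fully told apart. No biological explanation was tested.

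For *INPP5E*, homozygous replicate 2 lay apart from the other 3 homozygous samples by 0.876 of the whole range of CPM. This was 1 of 35 results checked in this way, where 1.75 are expected by chance. No explanation was tested for it.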

How the results depend on the processing

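Halved counts were added after the data were seen, and so were the tests of them.

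With DESeq2's Wald test on the 9 libraries, 214 genes were differentially expressed between homozygous and wild-type and 1135 between homozygous and heterozygous samples, of which 2 and 16 were pigmentation-associated. With DESeq2's test on only the groups compared, the counts were 426 and 1039 genes, with 7 and 16 pigmentation-associated genes, and 2 genes between heterozygous and wild-type samples. On halved counts the same test gave 411, 1023 and 3 genes, with 7 and 13 pigmentation-associated genes. With edgeR on only the groups compared, 2 genes were called between homozygous and wild-type samples, without *AHRR*, and 3 between homozygous and heterozygous samples, without *XDH*, *NES* and *TMEM268*. Without a filter there were 16, of which 1 was pigmentation-associated.

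With the RNA integrity number as a covariate, and with only libraries of an integrity number of at least 7, 2 genes were called between homozygous and heterozygous samples, and in the latter setting 1 between homozygous and wild-type samples. With the year as a factor 0 genes were called between homozygous and heterozygous samples, and 671 had an unadjusted p under 0.05. The log2 fold change of *TYR* reversed to 0.0272 against the wild-type with an integrity number of at least 7, and to −0.0580 against the heterozygous samples with the year as a factor.

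With the replicate number as a block, 0 genes were called in each comparison, and 1296 had an unadjusted p under 0.05 between homozygous and wild-type and 2474 between homozygous and heterozygous samples. Nothing in the paper pairs embryos by replicate number. The deviations of same-numbered libraries from their genotype's mean had a mean correlation of 0.0383 over 7 pairs, against −0.0154 over 19 other pairs.

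With each library left out in turn, 3 to 14 genes were called between homozygous and wild-type, 2 to 274 between homozygous and heterozygous and 0 to 3 between heterozygous and wild-type samples. The highest counts of the comparisons with homozygous samples came without homozygous replicate 3. Between 0 and 2 pigmentation-associated genes were called between homozygous and heterozygous samples. The log2 fold change of *TYR* against the wild-type ran from −0.31 to 0.11. Where 1 wild-type library was left, no calls were made in the comparisons with the wild-type.

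The share of variance on PC1 was 47.8% with all genes that passed the filter and 43.1% with log2 CPM, and from 50.8% to 62.1% with each library left out in turn. Of 47 pairs of a named gene and a comparison, 45 kept their direction under every alternative, and both exceptions were *TYR*. Over all settings, 61 results for single genes now passed the threshold, 47 no longer passed it, and 6 log2 fold changes moved by more than the spread between samples. The alternatives planned for the comparison of Hypome 3 genotypes were not run.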

Differences from the paper's values

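Halved counts, where named below, were chosen after seeing the values.

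The paper reports 410 differentially expressed genes between the homozygous and wild-type Hypome 1 samples, and edgeR gave 3. On only the groups compared, DESeq2's Wald test gave 426, within the margin used here. The other alternatives set before the data were examined did not close the gap, including DESeq2's test on the 9 libraries with 214. Halved counts with DESeq2's test on only the groups compared, chosen after seeing the values, gave 411.

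The paper reports 1069 differentially expressed genes between the homozygous and heterozygous Hypome 1 samples, and edgeR gave 6. DESeq2's test gave 1135 on the 9 libraries and 1039 on only the groups compared. None of the other alternatives set before the data were examined closed the gap. Halved counts with the latter test, chosen after seeing the values, gave 1023.

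The paper's text gives 2 differentially expressed genes in the large interval between homozygous and wild-type samples, and edgeR gave 0, with 9 at an unadjusted p under 0.05. None of the alternatives set before the data were examined gave the paper's number. DESeq2's test gave 6 on the 9 libraries and 7 on only the groups compared, with *PRCP* and *CTSC* among them both times.

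For the Hypome 3 libraries labelled heterozygous, Supplementary Fig. 7c shows *OCA2* from about 1.3 to about 2.3 TPM, read by eye, and the counts gave 3.91 to 5.24. The highest *LEF1* value is about 52 in Supplementary Fig. 7c, read by eye, against 128 here, and the lowest *TYRP1* value about 87, read by eye, against 44.96 here. No alternative was set for these values. The order of the genotypes in Supplementary Fig. 7c is the opposite of that in Fig. 5e.

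The paper names *PRCP* and *CTSC* as differentially expressed between homozygous and wild-type samples, and in edgeR their adjusted p was 0.231 and 0.248. DESeq2's test called both genes on the 9 libraries and on only the groups compared. The paper also names *MYO7A*, *AP1S3*, *CTSD*, *APOE*, *SULF1*, *LEF1*, *EDNRB* and *XDH* in this comparison, where edgeR's adjusted p ran from 0.171 to 0.594. DESeq2's test called all 8 on only the groups compared and *MYO7A*, *APOE* and *XDH* on the 9 libraries. Without homozygous replicate 3, edgeR called *XDH*.

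Between homozygous and heterozygous samples the paper's heatmap in Supplementary Fig. 5e shows 10 further genes as differentially expressed, and edgeR called 0 of them, with 10 at an unadjusted p under 0.05. DESeq2's test called 9 on only the groups compared and 8 on the 9 libraries. Without homozygous replicate 3, edgeR called *SCARB1*. Of the genes of Fig. 3f, edgeR called *XDH* in this comparison, and DESeq2's test called 7 of the 8 on the 9 libraries and on only the groups compared, without *EDNRB*. With edgeR, *APOE* was called too with no filter, without heterozygous replicate 3 and without homozygous replicate 3. *LOC129338057* had an adjusted p of 0.0821 in edgeR, and *PRCP* and *CTSC* 0.136 and 0.106. DESeq2's test called these 3 genes in both settings, and edgeR called *LOC129338057* without homozygous replicate 3.

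The paper's text counts fewer interval genes than its Supplementary Table 9, which also lists *PRSS23*, *ME3*, *CCDC81* and *LOC129326317* (*APRA-like*). DESeq2's test called these 4 genes as well, and their log2 fold changes in edgeR were −0.82, −0.72, −3.05 and 4.38.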

Other observations

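The tests of endothelial, myeloid and xanthophore marker genes and of epidermal cornification genes were written down before their results were seen, and all other tests in this part were chosen after the result was seen.

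The homozygous samples lay apart on PC1. More advanced epidermal cornification in these samples is a candidate explanation. The score of 17 cornification genes was higher by 0.596 in the homozygous than in the other samples, in 4 of 4 homozygous samples (exact permutation test, 2-sided, p = 0.00794, the smallest that 126 splits can give, and 0.0476 after adjustment over 6 lists). The median log2 fold change of these genes was 0.53 against the wild-type and 0.71 against the heterozygous samples, above all of 10000 matched random lists in both comparisons. A difference in embryonic age or in the layer of skin dissected could give this pattern, and so could an effect of the genotype. The design cannot separate them, as no age of each embryo within its stage was used here.

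*PRCP* and *CTSC* were higher in the homozygous samples. More endothelial RNA could raise *PRCP* and more myeloid RNA could raise *CTSC*, but the marker scores differed by 0.0132 and −0.0508 (exact permutation test, 2-sided, adjusted p = 0.913 and 0.866). The endothelial score lay above all other samples in 3 of 4 homozygous samples and below all of them in homozygous replicate 1, at −0.282. In that replicate *PRCP* was highest in TMM-normalized CPM, at 36.9, but lowest of the homozygous samples in TPM, at 10.1. Its rank there depends on the scale and does not decide against the endothelial explanation. A small rise of endothelial RNA in the other 3 homozygous samples is not excluded. The myeloid score lay above all others in 0 of 4 homozygous samples. The score of xanthophore genes differed by −0.0256 (adjusted p = 0.866 by the same exact test), so the xanthophore markers as a group did not rise with *XDH*. The score of melanophore genes was higher by 0.176 in the homozygous samples, above all others in 2 of 4 samples and below all others in 1 (adjusted p = 0.866 by the same exact test). The median log2 fold change of these genes was at percentile 99.6 of matched random lists against the heterozygous and at percentile 51.7 against the wild-type samples. Less melanophore RNA in the homozygous samples as a group was therefore not seen beside the lower *LEF1* and *EDNRB*, but the samples and the comparisons differed. These lists hold few genes, and a change in a small number of cells may be missed.

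In the heterozygous samples *PRCP* stood at 40.7% of the way from the wild-type to the homozygous mean, which is consistent with a linked variant that raises its own copy of the gene. This position rests on 2 wild-type samples. *LOC129326151* (*B3GALT5-like*) stood at −0.105%. It lies outside the mapped interval, and the paper genotyped the embryos at the edges of the interval. The heterozygous embryos need not be heterozygous at this gene, so its position cannot decide on a variant acting on its own copy. Reads of its paralog *LOC129326753* counted on it could give signal in all genotypes, but the highest count outside the homozygous samples was 2 while the paralog had 145 to 361 counts there. A homozygous stretch that differs from the reference on Scaffold 3 was not tested.

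Linked variants could shift genes of the mapped interval more than genes elsewhere. The median absolute log2 fold change of the interval genes was 0.27 against the wild-type, at percentile 91.9 of matched random lists, and at percentile 79.9 against the heterozygous samples, so the interval genes as a whole were not shifted beyond percentile 95. Single interval genes were over-represented among the genes with the smallest p against the wild-type, as 5 of the 100 lay in the interval where 0.173 are expected (Fisher's exact test, 2-sided, p = 7.27e-07). Of the 100 genes with the smallest p, 12 lay on Scaffold 3, against 5.10% of the other 16651 genes (Fisher's exact test, 2-sided, p = 0.00521). These 12 include the 5 interval genes. Without the interval genes it was 7 of 95, with 826 other genes tested on the scaffold (Fisher's exact test, 2-sided, p = 0.241), so an excess on Scaffold 3 beyond the interval was not seen, and the 7 include the 2 *B3GALT5-like* genes for which the scaffold was chosen. Linked variants in the interval may contribute to the changes of single interval genes, which is a hypothesis.

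DESeq2 called many more genes than edgeR. In simulated counts with known changes, 15.8% of DESeq2's calls between homozygous and wild-type libraries were unchanged genes, and 22.7% between homozygous and heterozygous libraries, against 5.13% and 6.25% for edgeR. DESeq2 also recovered more of the changed genes, so part of its additional calls may be unchanged genes and part may be changes that edgeR missed. The simulation drew every gene independently, which real libraries do not do.

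The base means of Supplementary Table 9 were lower than those of the counts here by a median ratio of 1.99, and even counts were in excess in Hypome 1 and not in Hypome 3. This is consistent with both mates of a read pair having been counted in the Hypome 1 table. Halved counts called the same number of genes as the deposited counts in edgeR.

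Other splits of the 7 homozygous and heterozygous libraries were compared with the real one. Of the 8 splits that part as many same-numbered pairs, 1 gave at least 6 genes with edgeR, the real one, and 1 gave at least 1135 with DESeq2, also the real one, where the others gave 0 to 256. For pigmentation-associated genes, 8 of the 8 gave at least the 0 of edgeR, which can show nothing. A share under 0.05 cannot be reached with 8 splits, so the counts cannot be told apart from a random grouping by this test. Of all 35 splits, which part fewer pairs, 3 gave at least as many genes as the real one with edgeR and 2 with DESeq2. The split with homozygous replicate 3 beside the heterozygous libraries as 1 group gave 33 with edgeR and 1547 with DESeq2, and the one with heterozygous replicate 2 in place of homozygous replicate 1 gave 56 and 158. The former split sets homozygous replicate 3 with the heterozygous libraries, and this replicate also had the lowest PC1 score of its genotype. Whether it was mislabelled was not tested, but its *LOC129326151* count of 478 is that of a homozygous sample.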
